# Integrated multi-omic analyses provide insight into colon adenoma susceptibility modulation by the gut microbiota

**DOI:** 10.1128/msystems.00151-23

**Published:** 2023-07-17

**Authors:** Susheel Bhanu Busi, Zhentian Lei, Lloyd W. Sumner, James M. Amos-Landgraf

**Keywords:** microbiome, colon cancer, transcriptomics, metabolomics, integrate analyses, pyrosequencing, loss of heterozygosity

## Abstract

Colon cancer onset is strongly associated with the differences in microbial taxa in the gastrointestinal tract. Although recent studies highlight the role of individual taxa, the effect of a complex gut microbiome (GM) on the metabolome and host transcriptome is still unknown. We used a multi-omics approach to determine how differences in the GM affect the susceptibility to adenoma development in a rat model of human colon cancer. Ultra-high performance liquid chromatography mass spectrometry of feces collected prior to observable disease onset identified putative metabolite profiles that likely predict future disease severity. Transcriptome analyses performed after disease onset from normal colonic epithelium and tumor tissues show a correlation between GM and host gene expression. Integrated pathway analyses of the metabolome and transcriptome based on putatively identified metabolic features indicate that bile acid biosynthesis is enriched in rats with high tumors along with increased fatty acid metabolism and mucin biosynthesis. Targeted pyrosequencing of the Pirc allele indicates that the GM alters the mechanism of adenoma development and may drive an epigenetic pathway of tumor suppressor silencing. This study reveals how untargeted metabolomics identifies signatures of susceptibility and integrated analyses uncover pathways of differential mechanisms of loss of tumor suppressor gene function and for potential prevention and therapeutic intervention.

**IMPORTANCE:**

The association between the gut microbiome and colon cancer is significant but difficult to test in model systems. This study highlights the association of differences in the pathogen-free gut microbiome to changes in the host transcriptome and metabolome that correlate with colon adenoma initiation and development in a rat genetic model of early colon cancer. The utilization of a multi-omics approach integrating metabolomics and transcriptomics reveals differences in pathways including bile acid biosynthesis and fatty acid metabolism. The study also shows that differences in gut microbiomes significantly alter the mechanism of adenoma formation, shifting from genetic changes to epigenetic changes that initiate the early loss of tumor suppressor function. These findings enhance our understanding of the gut microbiome’s role in colon cancer susceptibility, offer insights into potential biomarkers and therapeutic targets, and may pave the way for future prevention and intervention strategies.

## INTRODUCTION

Colorectal cancer is the second leading cause of cancer death and remains difficult to diagnose without invasive or non-universally available procedures such as colonoscopy (1). Several recent studies in animal models and human patient populations have begun to identify biomarkers that have some diagnostic capability (2 - 5). Additionally, association studies in patient populations have shown positive and negative correlations with various bacterial species (6, 7). The association between certain bacterial species and a quantifiable impact on colon adenoma development has also been shown in animal models (8, 9). However, the link between early diagnostic biomarkers and the gut microbiota has not been sufficiently investigated and the mechanisms driving phenotypic differences are not well determined. The diagnostic ability for biomarkers to correlate with early colon cancer is likely owing, at least in part, to bacterially derived metabolites and the corresponding host responses to these metabolites (10, 11).

Untargeted metabolomics is a maturing field focused on the large-scale quantitative and qualitative analyses of small molecular weight (<2,000) biomolecules (12). Information from these studies provides unique insight into physiological pathways that have important roles in health and disease (13). Given that microbial species play a critical role in both production and use of host metabolites, it is likely that the GM has a substantial impact on the overall metabolite composition (14). Confirming this hypothesis, studies have demonstrated significant differences in metabolites between germ-free mice and their conventionally housed counterparts, emphasizing a microbiota-driven metabolic profile (15). As a result, the role of metabolic mediators as intermediates between the GM and tumorigenesis in both rodent models and humans has garnered substantial interest. Dazard et al. used mass spectrometry to determine that plasma from *Apc* ^*Min*^ mice had a distinct metabolome compared to wild-type (WT) littermates (16). However, due to a lack of longitudinal metabolomics data in this study and others, it is unclear whether these metabolic changes are a consequence of tumor development or are causative of tumor initiation or progression.

We previously reported that naturally occurring gut microbiota (GM) modulated colon cancer susceptibility in a preclinical rat model of familial adenomatous polyposis (9). We rederived isogenic embryos of the F344/NTac-Apc*^+/Pirc^* rat model into different populations of surrogate dams each harboring distinct gut microbiota: GM:F344, GM:SD, and GM:LEW. Through this method, we created animals that harbored distinct endogenous complex GMs. Pirc rats with the GM:F344 had the highest tumor burden, while GM:LEW rats had a significantly reduced tumor burden, including two animals that had no visible colonic adenomas at 6 months of age (9). Previous studies examining the mechanism of loss of the wild-type Apc allele in Pirc animals revealed that multiple pathways of adenoma development exist, but it is unknown how the GM could potentially influence this process (17). The GM and metabolome separately have been shown to affect colon cancer tumorigenesis; however, there are insufficient data demonstrating how host gene expression is affected by the interplay of the microbiome and intestinal metabolites. We used a multi-omics approach to evaluate how differences in the microbiome affect the fecal metabolome and host gene expression to identify putative indicators of risk for adenoma development and begin to reveal the mechanisms by which the GM modulates disease susceptibility.

## RESULTS

### Quantitative pyrosequencing identifies differences in *Apc* loss of function

To determine if the GM altered how the wild-type *Apc* function was lost, we performed quantitative targeted pyrosequencing of the Pirc mutation in DNA and RNA samples extracted from tumors from GM:F344 and GM:LEW adenomas and adjacent normal epithelium since these two groups presented the highest and lowest number of tumors. Adenomas from the GM:LEW group exhibited loss of heterozygosity most often (20/21), whereas nearly 30% of adenomas from the GM:F344 group maintained heterozygosity at the *Apc* locus (7/24) (Fig. 1A). We further performed allele-targeted pyrosequencing using cDNA from RNA extracted from tumors that maintained the wild-type allele to determine if both alleles were expressed or if only the mutant allele was expressed. The majority of adenomas that maintained heterozygosity exhibited monoallelic expression of the mutant *Apc* allele while maintaining the WT allele (5/7) (Fig. 1B).

**Fig 1:**
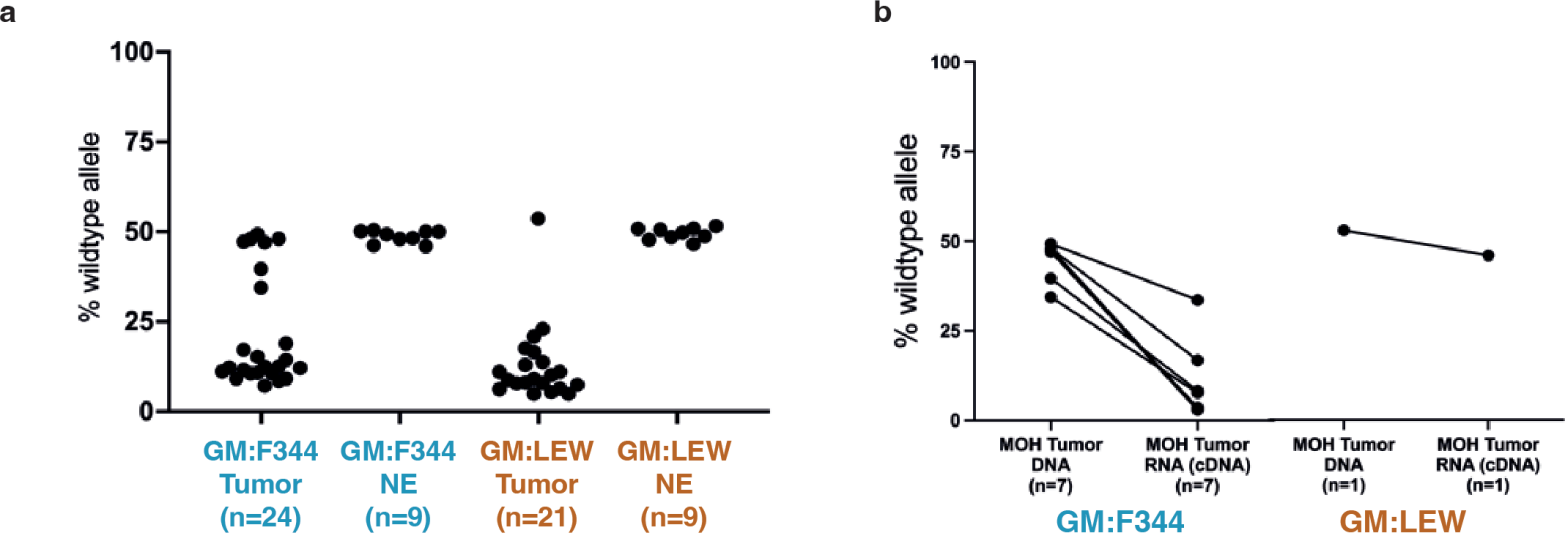
Quantitative pyrosequencing that differentiates the mutant and Pirc allele. (**A**) DNA isolated from tumor or adjacent normal tissues from GM:F344 or GM:LEW indicates that the majority of tumors undergo loss of heterozygosity (LOH) in the adenomas while both alleles are maintained in adjacent normal epithelium. Tumors that have greater than 30% presence of the WT allele are designated as maintaining heterozygosity (MOH). (**B**) Comparison of the allele ratios of the DNA from tumors classified as MOH with the relative expression of the two alleles from RNA isolated from tumors.

### Metabolite features at 1 month of age are correlated with tumor susceptibility and severity at later developmental stages

Fecal samples collected from rederived Pirc rats harboring distinct GMs at 1 month of age were analyzed by ultra-high performance liquid chromatography and mass spectrometry (UHPLC-MS) and found an average of 499 raw features. Of these, 246 putative metabolites were shared among all samples and were used for subsequent analyses (Table S1). Principal component analysis (PCA) indicated a separation of 33.2% along the first component (Dimension 1) accounting for some of the variabilities between each group (Fig. 2A). Furthermore, a hierarchical clustering analysis using a combination of Euclidean distance and Ward’s clustering algorithm on the metabolomics data set was used to identify the (dis)similarity of the samples within the respective groups and to each other. Interestingly, the clustering demonstrated a separation of the metabolomic profile of the fecal samples at 1 month which correlated with the number of colonic adenomas that the rats would eventually develop at 6 months of age (Fig. 2B). Here, we found that two major groups of samples were observed, where the clustering was split based on Pirc rats that had ≤9 adenomas at 6 months versus those that developed ≥19 adenomas on average.

**Fig 2:**
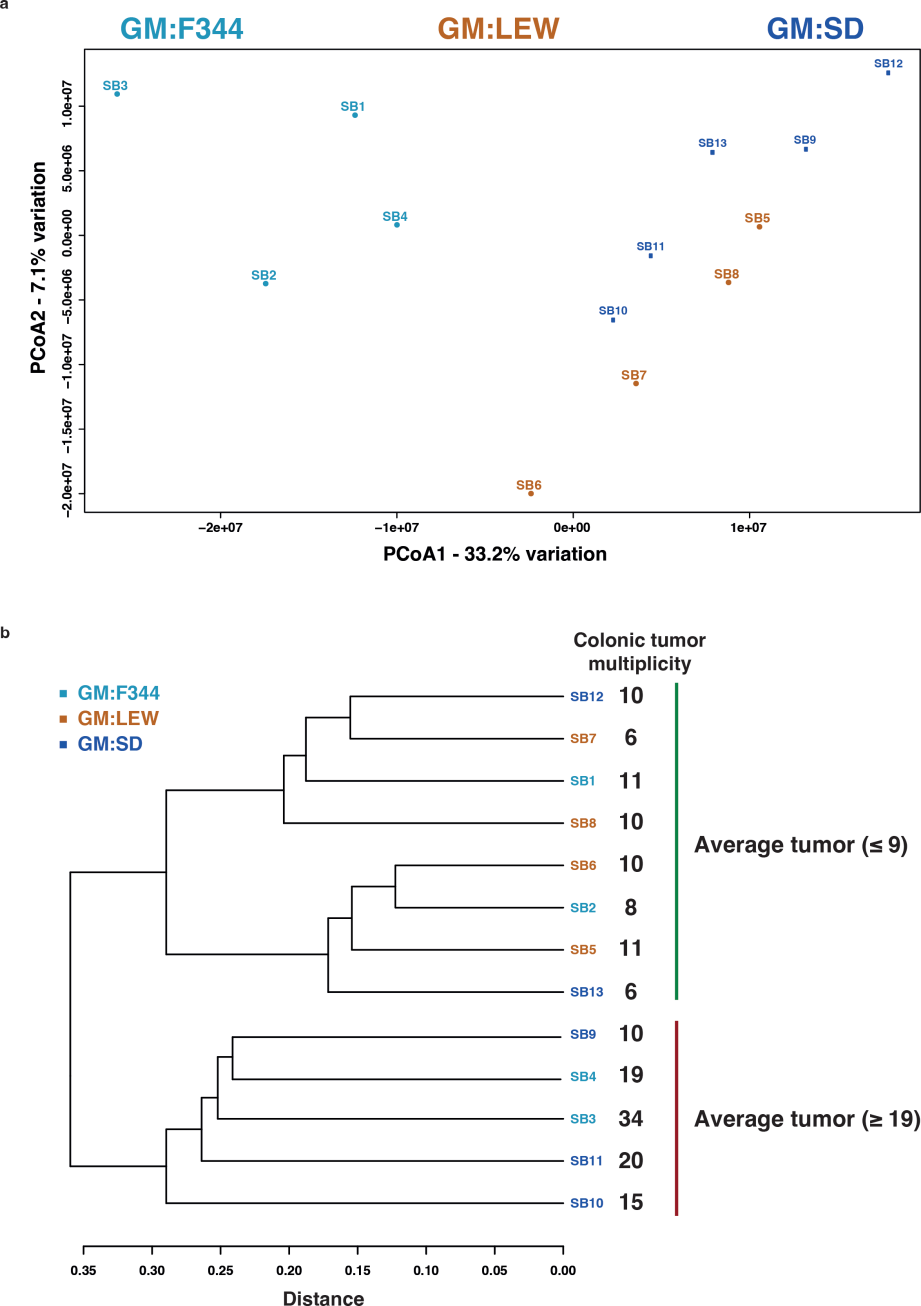
Metabolomics analyses indicate differential features in feces from differing gut microbiota. (**A**) Principal coordinate analysis (PCoA) depicting the three groups, viz., GM:F344 (cyan), GM:SD (blue), and GM:LEW (brown), demonstrates that the samples cluster independent of either group. PCoA1 and PCoA2 refer to the amount of variation observed between the groups, with the respective percentage of variation explained. (**B**) Dendrogram analysis was performed on the putative metabolite features using the Euclidean distance of measurement and Ward’s clustering algorithm. The major root of the tree separated two samples from the remaining six, irrespective of either GM profile. Retrospectively, it was established that the clustering analysis was based on the colonic tumor multiplicity, indicated by the numbers adjacent to the dendrogram. The two clusters separated based on animals with an average of nine tumors or those with greater than 19 colonic tumors on average.

### Metabolomics analyses indicate differential metabolic profiles between GM:F344 and GM:LEW

Based on the observation that GM:F344 and GM:LEW had the highest and lowest average number of tumors, respectively, we further analyzed the differential features contributing to disease susceptibility only within these groups. A heatmap leveraging clustering analyses was used to classify the metabolic profiles of GM:F344 and GM:LEW, revealing two independent metabolic profiles (Fig. 3A). Several metabolites were also differentially abundant in each of the groups (Fig. 3B). Linear discriminant analyses (LDAs) identified the putative metabolites contributing to the high (GM:F344) and low (GM:LEW) tumor groups’ separation observed in the dendrogram at 1 month of age (Fig. 3C). Some of the putative metabolites identified in the low tumor group, i.e., GM:LEW, showed up to a fourfold increase compared to GM:F344 high tumor group (Fig. 3D). To further identify the compounds that were differential between the low and high tumor groups, tandem MS spectra were generated for the compounds with the mz/rt values of 329.10/9.2 min and 315.12/6.39 min. However, their identities could not be definitively established based on the spectral libraries currently available. Interestingly, comparison of the features without regard to specific GM and terminal tumor counts found significant correlations between individual metabolites at 1 month of age and terminal colonic tumor numbers (Fig. 3E).

**Fig 3:**
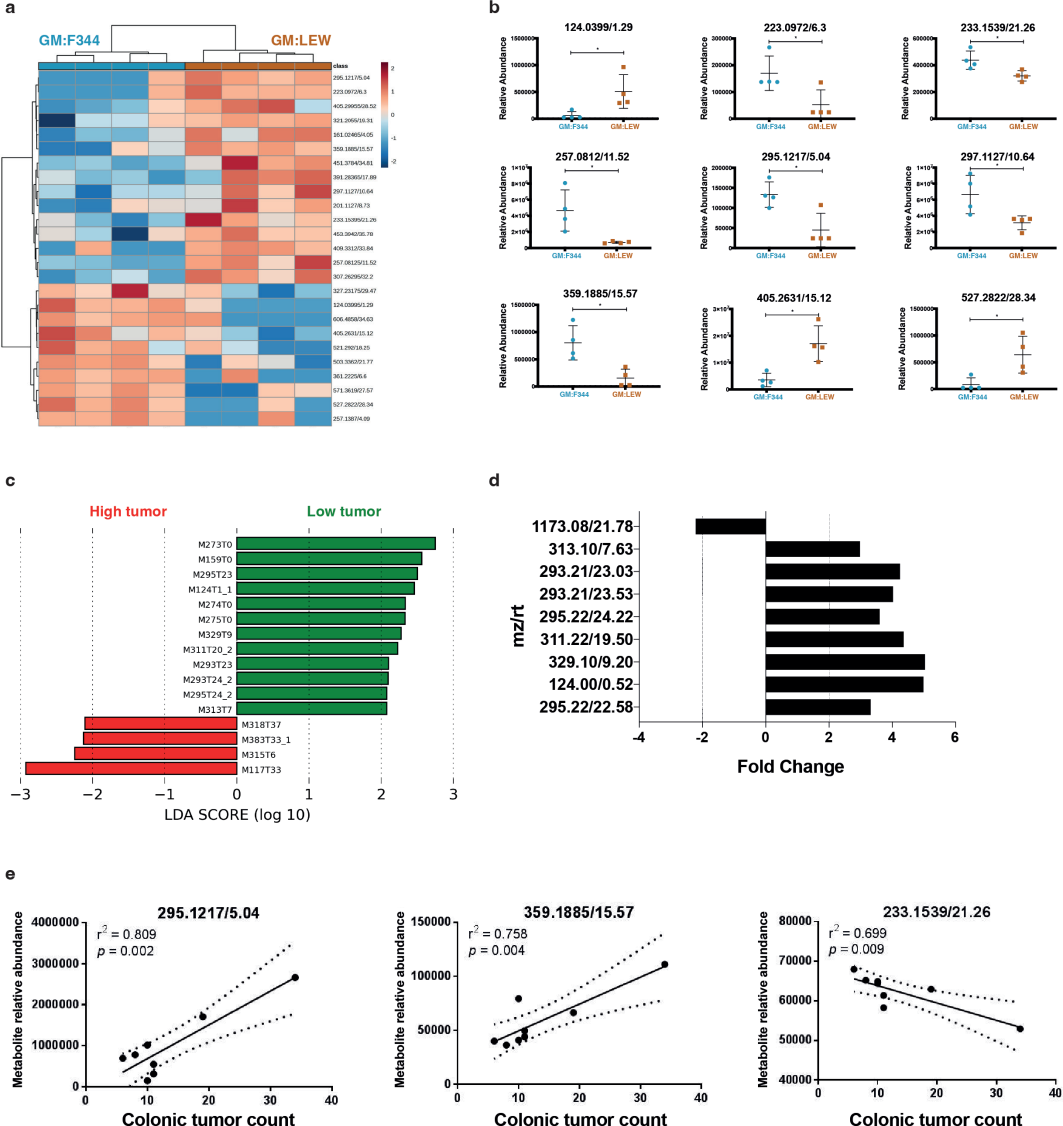
Metabolite features at 1 month of age may predict tumor susceptibility and severity. (**A**) Metabolite features that were significantly different between the high (GM:F344) and low tumor (GM:LEW) groups were used to generate a heatmap illustrated with the samples along the x-axis and the metabolite features along the y-axis. Hierarchical clustering was performed based on samples and indicates that the GM:F344 samples cluster separately from the GM:LEW group. The fold-change is represented by intensity with red being an increased fold change while blue refers to a decrease. (**B**) The relative abundance of the top nine differential metabolites between GM:F344 (cyan dots) and GM:LEW (brown squares) is depicted. (**C**) LDA and (**D**) fold-change analysis were used to identify the metabolites driving the dendrogram tree separation in (**A**) and differential modulation in high and low tumor groups. (**E**) Correlation analysis was performed using Pearson’s method to determine positively and negatively correlating metabolites that are associated with increased or decreased tumor multiplicity.

### Bile acid biosynthesis and aspirin-triggered resolvin E biosynthesis pathways are associated with putative fecal metabolomics features

Putative identifications for the differential metabolite features listed in Table 1 are based on the METLIN metabolite library available for public access at the time of the analyses. Based on relative mass defect (RMD) values, four putative metabolites were classified as steroids while the others were classified as polyphenols, carbohydrates, short-chain fatty acids, and flavonoids. All putative features identified using UHPLC-MS were subjected to pathway analysis to identify KEGG pathways that were significantly modulated between the two GM profiles. Bile acid biosynthesis (neutral pathway) and aspirin-triggered resolvin E biosynthesis were most differentially affected (Fig. 4). The pathway analyses also identified potential genes that may affect or may be affected by these putative metabolites (Table 2). The putative identities for the metabolites affecting the bile acid and resolvin E biosynthesis pathways include secondary bile acids (SBAs) such as glycocholate, glycochenodeoxycholate, and 7α-hydroxycholest-4-en-3-one (Table 3). We sampled an independent population of Pirc and WT rats at 1 month of age to validate the bile acid and resolvin E biosynthesis pathways as being risk factors for eventual development of adenomas and to determine if these can be observed in serum. We found that the Pirc animals had a relatively different metabolomic profile than the WT rats (Fig. S1A), and showed elevated serum levels of metabolites related to the bile acid pathway (Fig. S1B).

**Fig 4:**
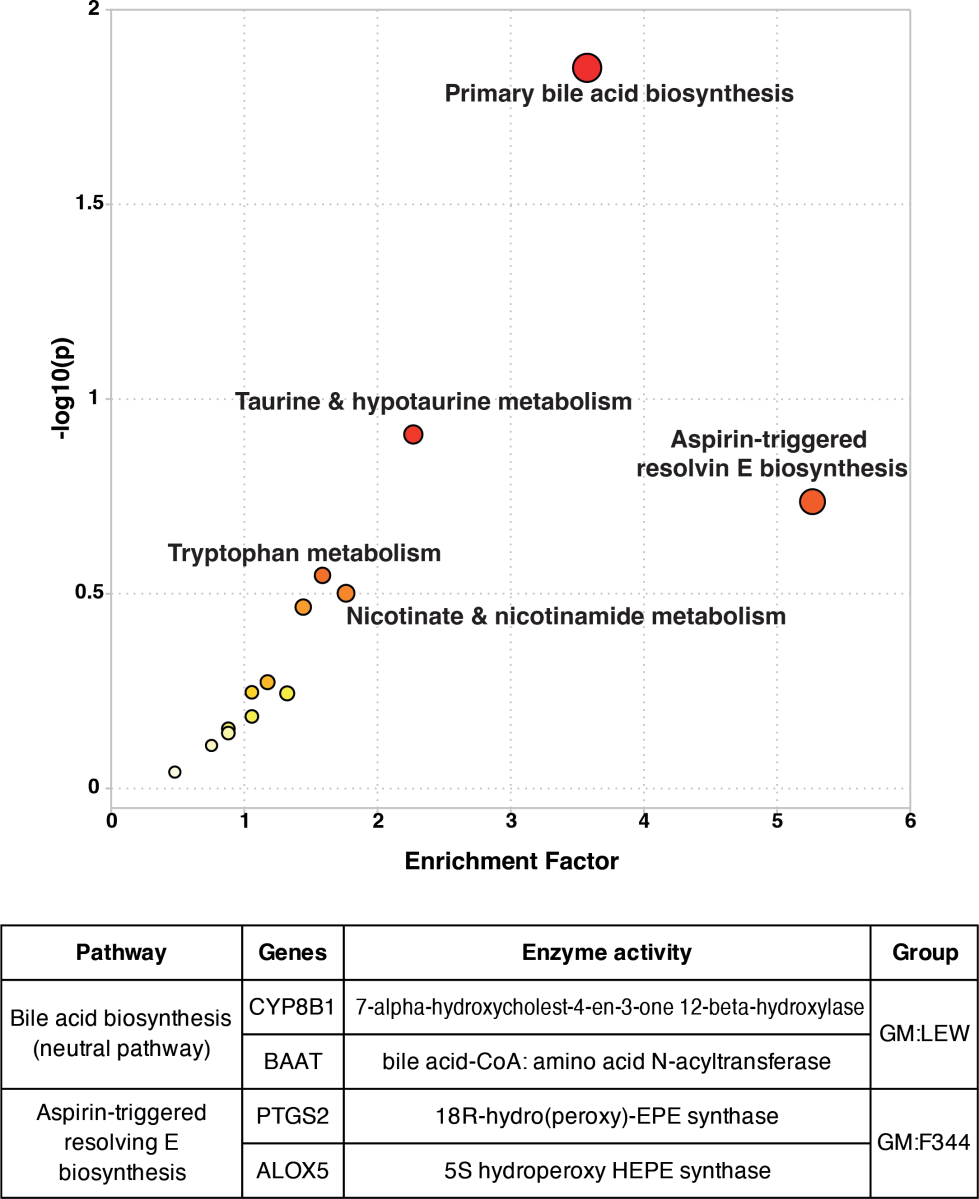
Bile acid biosynthesis and aspirin-triggered resolvin E biosynthesis pathways are most affected by metabolite features. Systems biology analyses, taking into account the differential putatively identified metabolites. The results showed that bile acid biosynthesis (neutral pathway) and the aspirin-triggered resolvin E biosynthesis were significantly different (*P* < 0.01, Student’s *t*-test) between GM:F344 and GM:LEW. The *P*-value is indicated along the y-axis. Table in the figure lists the genes and the respective enzymes demonstrating significant differences and the groups in which the pathways are enriched are indicated.

**TABLE 1:** Compound class, RMD, and putative identification of metabolites features in the METLIN databases^*a*^

Mass-charge/retention time (mz/rt)	Chemical formula	Relative mass defect (RMD)	Compound class	Putative identification (METLIN ID)
124.03995/1.29	C6H9O3	322.0737	Polyphenol	NA^*b*^
223.0972/6.3	C7H3N2O7	435.6845	Carbohydrate	NA
233.15395/21.26	C15H22O2	660.2933	Steroid	90173
257.08125/11.52	C17H8NO2	316.0479	Polyphenol	NA
295.1217/5.04	C18H17NO3	412.3723	Carbohydrate	95663
297.1127/10.64	C18H18O4	379.3173	Flavonoid	52682
359.1885/15.57	C24H25NO2	524.7941	Steroid/SCFA^*c*^	675713
405.2631/15.12	C24H36O5	649.2079	Steroid	84737
527.2822/28.34	C13N13O12	535.1973	Steroid/SCFA^*c*^	NA

^*a*^ LC-MS analysis between groups identified several putative metabolites that are listed in the table as mass-charge to retention time ratios. Chemical formulas generated through the Bruker software, along with the calculated RMD and compound classes, are also identified. This is additionally supplemented with the putative identification based on the METLIN library.

^*b*^ NA, not available.

^*c*^ SCFA, short-chain fatty acid.

**TABLE 2:** Genes involved in the bile acid biosynthesis and aspirin-triggered resolving E biosynthesis pathways^*a*^

Pathway	Genes	Enzyme activity	FDR-adjusted *P*-value	Group increased in
Bile acid biosynthesis, neutral pathway	HSD3B7	3-beta-hydroxysteroid dehydrogenase type 7	0.861931	NA^*b*^
	ACAA2	3-ketoacyl-CoA thiolase, mitochondrial	0.321851	NA
	AKR1D1	3-oxo-5-beta-steroid 4-dehydrogenase	0.837208	NA
	CYP8B1	7-alpha-hydroxycholest-4-en-3-one 12-alpha-hydroxylase	0.00627491	GM:LEW
	AMACR	Alpha-methylacyl-CoA racemase	0.78729	NA
	BAAT	Bile acid-CoA: amino acid N-acyltransferase	0.0206231	GM:LEW
	SLC27A5	Bile acyl-CoA synthetase	0.395957	NA
	SCP2	Chenodeoxycholoyl-CoA synthase	0.85358	NA
	CYP7A1	Cholesterol 7-alpha-monooxygenase	0.0779986	NA
	POR	Cholesterol 7-alpha-monooxygenase	0.093983	NA
	ACOX2	Peroxisomal acyl-coenzyme A oxidase	0.0756656	NA
	CYP27A1	Sterol 26-hydroxylase	0.0999591	NA
	SLC27A2	Very long-chain acyl-CoA synthetase	1	NA
	CYP2R1	Vitamin D 25-hydroxylase	0.853166	NA
Aspirin-triggered resolving E biosynthesis	PTGS2	18R-hydro(peroxy)-EPE synthase	0.000469693	GM:F344
	ALOX5	5S hydroperoxy HEPE synthase	0.000469693	GM:F344

^*a*^ The genes listed in the table are part of the putative metabolite pathways differentially regulated between the high and low tumor GM groups. The predicted enzyme activity is listed adjacent to gene names.

^*b*^ NA, not applicable.

**TABLE 3:** Putative metabolites contributing to bile acid and aspirin-triggered resolving E biosynthesis^*a*^

Pathway	Putative metabolites	METLIN ID	KEGG ID
Bile acid biosynthesis, neutral pathway	(25R)−3alpha,7alpha,12alpha-trihydroxy-5beta-cholestan-26-oate	NA^*b*^	Null
	Glycocholate	202	C01921
	Glycochenodeoxycholate	203	C01921
	Adenosine monophosphate (AMP)	34478	C056466
	(25R)−5beta-cholestane-3alpha,7alpha,12alpha,26-tetraol	43029	C00020
	7alpha,12alpha-dihydroxy-5beta-cholestan-3-one	43117	C05446
	7alpha,12alpha-dihydroxycholest-4-en-3-one	43118	C05453
	7alpha-hydroxycholest-4-en-3-one	43126	C17339
	(25R)−3alpha,7alpha-dihydroxy-5beta-cholestan-26-al	57924	C05455
	(25R)−3alpha,7alpha,12alpha-trihydroxy-5beta-cholestan-26-al	57926	C01301
	(25R)−3alpha,7alpha-dihydroxy-5-beta-cholestanate	63323	C04554
Aspirin-triggered resolving E biosynthesis	Resolvin E1	NA	C18171
	18R-hydroxy-eicosapentaenoate	NA	Null
	5S hydro(peroxy),18R-hydroxy-eicosapentaenoate	NA	Null
	(5Z,8Z,11Z,14Z,17Z)-icosapentaenoate	6423	C06428
	Resolvin E2	36355	C18173

^*a*^ The table lists the putative metabolites involved in the bile acid biosynthesis and aspirin-triggered resolvin E pathways. The METLIN and KEGG identification numbers are also listed for testing in the future.

^*b*^ NA, not available.

### Gut microbiota is correlated with differences in gene expression in both the normal colonic epithelium and tumor tissues

To understand the effect of the GM and also the respective metabolites on the host transcriptome, RNA sequencing analyses (RNASeq) were performed on normal colonic epithelium (NE) and tumor (T) tissues after sacrifice at 6 months of age. 

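RNA was sequenced from 16 colon samples of Pirc rats, F344 rats that carry a mutated Apc gene and form colon adenomas. GM:F344 rats carried the microbiota of the F344 strain and GM:LEW rats that of the LEW strain. By the sample labels, 4 samples were NE from GM:F344, 5 were NE from GM:LEW, 4 were tumors from GM:F344 and 3 were tumors from GM:LEW. Fig. 5A shows 4 libraries in each group, under names that do not match the rats of the labels, so all 16 libraries were used. The samples came from 13 rats, of which 3 gave both tissues, rats 547 and 330 of GM:F344 and rat 045 of GM:LEW. The labels name no batch.
The methods describe trimming with Trimmomatic, alignment with TopHat2, sorting with SAMtools, counting of reads per gene with HTSeq and a test with DESeq2. Those gene counts were not used here. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the fragments of the library), which Cufflinks estimated for the loci it assembled from each library alone, without gene names. The loci were joined across libraries by their position. Names came from Tables S2 and S3, which pair gene names with positions and list genes compared between the microbiota groups in these samples, so that named loci are not a neutral sample of genes. The first 1998 of the 2172 rows of Table S2 and the first 1997 of the 3406 rows of Table S3 were held. They gave 3629 named loci, to which 16128 assembled loci without a name were added. Where a library held a locus in several pieces, its value is the mean FPKM of the pieces, weighted by their overlap with the locus. A locus that Cufflinks did not assemble in a library is listed at 0, which can be a failed assembly as well as low expression, and 9998 of the 19757 loci were assembled in all 16 libraries. The 13601 loci with an FPKM of at least 1 in at least 3 libraries, 3485 of them named, were tested with limma on log2(FPKM + 1), in 1 fit of the 4 groups. Loci with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold are called here. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values, and positions are those of the authors' tables.
The interval that Cufflinks gives around each FPKM implies the number of fragments assigned to the loci, and with it the counting error. They were 12579000 to 13938000 per library in GM:F344 NE, 9201000 to 11200000 in GM:LEW NE, 13168000 to 15411000 in GM:F344 tumors and 11949000 to 12950000 in GM:LEW tumors. The depth that the paper states is of sequenced reads, another quantity, and the FPKM rest on the assigned fragments. Assembled loci were shorter in GM:LEW NE, with a median span of 2913 to 4183 bp per library, than in GM:F344 NE (6285 to 7438 bp), GM:F344 tumors (6868 to 7993 bp) and GM:LEW tumors (6849 to 7236 bp). The share of assembled named loci that lay in 2 or more pieces was 37.3 to 41.2% in GM:LEW NE, 32.1 to 33.2% in GM:F344 NE, 29.9 to 33.4% in GM:F344 tumors and 32.6 to 32.8% in GM:LEW tumors. The 3 GM:LEW tumor libraries lay close together. Over well-covered loci their values differed by 7.87 to 8.53% within a pair, 1.81 to 1.93 times the counting noise that the intervals imply. The 22 pairs of libraries within the other 3 groups differed by 13.7 to 33.2%, 3.21 to 7.25 times that noise. They were taken as 3 samples because their labels name 3 rats.

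**Figure D1:**
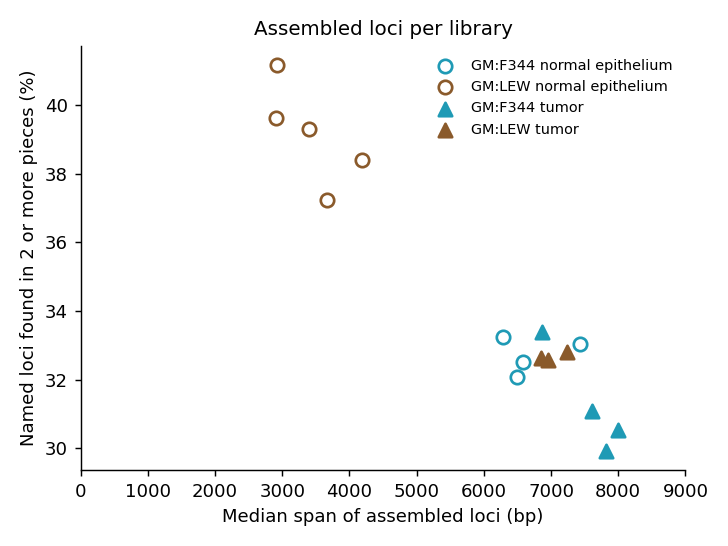
Median span of the assembled loci (bp, x axis) and share of assembled named loci in 2 or more pieces (%, y axis), with 1 point per library; open circles are NE, filled triangles tumors, blue GM:F344 and brown GM:LEW. The 5 GM:LEW NE libraries have the shortest loci and the most loci in pieces of the 16 libraries.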

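In the main fit, markers of colonocytes, goblet cells and enteroendocrine cells did not pass the test between the NE of GM:F344 and GM:LEW rats, and 2 goblet markers passed under some alternatives. Among 6 measured markers of absorptive colonocytes, 5 of goblet cells and 4 of enteroendocrine cells, limma called 0, and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 1 lower colonocyte marker, 1 higher goblet marker and 0 enteroendocrine markers. Spdef, a transcription factor of goblet cells, had a log2 fold change of 1.01 (adjusted p = 0.0806, limma) and passed without GM:LEW NE of rat 87 (1.19, adjusted p = 0.036, limma), without the GM:F344 tumor of rat 547 (adjusted p = 0.0263, limma), with only the NE libraries fitted (adjusted p = 0.0498, limma) and with the sum of pieces (1.16, adjusted p = 0.0491, limma). Zg16, a lectin of goblet cell granules, had 1.07 (adjusted p = 0.223, limma) and passed without the GM:F344 tumor of rat 547 (adjusted p = 0.0209, limma) and with loci at 0 taken as missing (adjusted p = 0.0342, limma). Limma also called 0 of 2 measured markers of small-intestinal enterocytes, Rbp2 and Fabp2, and 0 of 1 of smooth muscle, Myh11, but all 3 were higher in GM:LEW when adjusted over the list alone and at an unadjusted p under 0.05. Rbp2, a retinol binding protein, had a log2 fold change of 0.81 (adjusted p = 0.129, limma) and passed without GM:LEW NE of rat 87 (1.03, adjusted p = 0.0347, limma). Myh11, a myosin of smooth muscle, had 0.75 (adjusted p = 0.0828, limma) and passed with pieces weighted by implied length (0.60, adjusted p = 0.0476, limma). Car4, a carbonic anhydrase of surface colonocytes, had an FPKM of 123 ± 34.4 (SD, n = 4) in GM:F344 NE and 243 ± 165 (SD, n = 5) in GM:LEW NE, a log2 fold change of 0.71 (SE 0.62, adjusted p = 0.52, limma). Chgb, a protein of enteroendocrine granules, had 39.5 ± 4.57 (SD, n = 4) and 47.3 ± 11.3 (SD, n = 5), a log2 fold change of 0.23 (SE 0.34, adjusted p = 0.738, limma). The assembled loci of the GM:LEW NE libraries were shorter than those of the GM:F344 NE libraries. With 4 against 5 samples, a missed threshold does not show equal expression.
Tumors of both microbiota groups changed many of the same genes against NE. Guca2a, which encodes the peptide guanylin of colonocytes, fell in both, from an FPKM of 1879.8 ± 1301 (SD, n = 4) to 194 ± 38.7 (SD, n = 4) in GM:F344 and from 2228 ± 853 (SD, n = 5) to 225 ± 75.2 (SD, n = 3) in GM:LEW, with log2 fold changes of −3.02 and −3.26 (SE 0.44 and 0.45, adjusted p = 0.000116 and 5.14e-05, limma). With pieces weighted by the length that fragments and FPKM imply, neither fall passed, at log2 fold changes of −2.32 in GM:F344 and −0.58 in GM:LEW (adjusted p = 0.153 and 0.728, limma). Gadd45g, a stress-induced regulator of the cell cycle, rose in both, from 16.8 ± 1.5 (SD, n = 4) to 44.4 ± 8.33 (SD, n = 4) and from 18.6 ± 3.41 (SD, n = 5) to 55.8 ± 3.3 (SD, n = 3). Of all tested loci, 2237 were called in both groups, 2177 of them in the same direction and 60 in opposite directions. Those higher in tumors of both groups numbered 1032, where independent lists would share 312.1, and those lower in both numbered 1145, where independent lists would share 366.3. The comparisons share no library, but they share 1 fit.
Over all tested loci, the mean distance between NE libraries of different microbiota groups was 1.16 times that between libraries of the same group (Euclidean distance of log2(FPKM + 1), exact permutation test, one-sided, p = 0.0159 over 126 splits). In tumors the ratio was 1.28 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). This p holds on the condition that the 3 GM:LEW tumor libraries are 3 samples, which stays open. Their pairs lay 85.31 apart on average, against 107.4 within GM:F344 tumors, which raises the ratio. With the Jensen-Shannon distance the ratio in tumors was 1.07 (exact permutation test, one-sided, p = 0.171).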

Expectedly, the NE transcriptome profiles in the GM:F344 and GM:LEW Pirc rats were similar to each other, while the tumor tissues in both groups expressed similar genes (Fig. 5A). 

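Tumors had lower values of differentiated cell markers and higher values of Wnt target and crypt genes than NE. Of 5 measured goblet cell markers, 4 fell in GM:F344 tumors (5 when adjusted over the list alone) and 4 fell in GM:LEW tumors (4 over the list alone), and 0 rose in either. Spdef, the transcription factor of goblet cell maturation, fell from an FPKM of 52.9 ± 10.4 (SD, n = 4) to 5.45 ± 4.32 (SD, n = 4) in GM:F344, a log2 fold change of −3.28 (SE 0.36, adjusted p = 1.07e-05, limma). In GM:LEW it fell from 109 ± 25.2 (SD, n = 5) to 4.56 ± 0.844 (SD, n = 3), a log2 fold change of −4.28 (SE 0.37, adjusted p = 6.45e-07, limma). Fcgbp, a mucus protein, fell as well, with log2 fold changes of −4.30 in GM:F344 and −2.91 in GM:LEW tumors. With median-of-ratios scaling, 3 of the 5 fell in GM:LEW, where Tff3 lost its call. With the 3 GM:LEW tumor libraries as 1 sample, 2 of the 5 fell in GM:LEW.
Of 6 markers of absorptive colonocytes, 4 fell and 1, Ceacam1, rose in the tumors of each microbiota group, and the same counts passed when adjusted over the list alone. With pieces weighted by implied length, 2 fell in GM:F344, where Car4 and Guca2a no longer passed, and 4 in GM:LEW, where Slc9a3 passed and Guca2a did not. With the GM:LEW tumors as 1 sample, 3 fell in GM:LEW. Ceacam1 encodes an adhesion molecule whose reads may be shared with related genes, and its rises did not pass with that weighting either (log2 fold changes of 0.40 and 0.53, adjusted p = 0.304 and 0.149, limma). Of 4 enteroendocrine markers, 3 fell in each group (4 in each when adjusted over the list alone). Scgn, which encodes the calcium-binding secretagogin, did not pass in GM:LEW with these tumors as 1 sample (adjusted p = 0.0978, limma), which leaves 2, and passed in GM:F344 with median-of-ratios scaling, the highest piece or implied length, which makes 4. Scg2, a granin of secretory granules, was at an FPKM of 5.04 ± 0.417 (SD, n = 4) in GM:F344 NE and 0.965 ± 0.486 (SD, n = 4) in GM:F344 tumors, and in GM:LEW it went from 4.67 ± 0.911 (SD, n = 5) to 0.988 in 1 tumor and listed at 0 in the other 2. Of 11 Wnt target and crypt genes, 8 rose and 0 fell in GM:F344 tumors (9 rose over the list alone), while 7 rose and 1 fell in GM:LEW tumors (7 and 1 over the list alone, and 5 and 0 with these tumors as 1 sample). Tcf7, a transcription factor of the Wnt pathway, rose from 1.89 ± 1.72 (SD, n = 4) to 24.6 ± 5.24 (SD, n = 4) in GM:F344, a log2 fold change of 3.27 (SE 0.33, adjusted p = 5.04e-06, limma), and from 2.44 ± 1.28 (SD, n = 5) to 12.1 ± 2.07 (SD, n = 3) in GM:LEW, a log2 fold change of 1.99 (SE 0.34, adjusted p = 0.000336, limma). Wif1, a secreted Wnt inhibitor, was between 0 and 0.547 in the 9 NE libraries and at 16.4 ± 16.5 (SD, n = 4) and 19.8 ± 0.276 (SD, n = 3) in GM:F344 and GM:LEW tumors. All of these loci were named from tables made from these samples, so the counts are not independent evidence of direction.
Across the 16 libraries, distances between NE and tumor libraries were 1.37 times those within a tissue (162.9 and 118.9 on average, exact permutation test, one-sided, p = 8.74e-05, the smallest p that 11440 splits allow). This p, too, takes the 3 GM:LEW tumor libraries as 3 samples. The first principal component held 37.2% of the variance and the second 12.6%.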

A clear separation, in this context, was observed between the respective NE and T tissues coupled with several differentially expressed genes (Fig. 5B; Tables S2 and S3). For example, 4,809 genes were differentially expressed between NE and T within the GM:F344 group, while 6,322 genes were differentially expressed between NE and T within GM:LEW. 

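In GM:F344 tumors, Mmp7, a matrix metalloproteinase of intestinal tumors, rose from an FPKM of 1.64 ± 0.232 (SD, n = 4) in NE to 820 ± 662 (SD, n = 4), a log2 fold change of 7.80 (SE 0.62, adjusted p = 5.66e-07, limma). S100a9, a calcium-binding protein abundant in neutrophils, rose from 27.9 ± 4.48 (SD, n = 4) to 1311 ± 789.6 (SD, n = 4), a log2 fold change of 5.27 (SE 0.44, adjusted p = 9.26e-07, limma). Prss22, a serine protease of epithelia, was listed at 0 in the 4 NE libraries and had 18.9 ± 6.47 (SD, n = 4) in the tumors. Also among the 10 largest rises were Sprr1al, Tm4sf4, Plat, Tnfrsf11b, Tnfrsf12a and Scgb1a1, with log2 fold changes of 4.07 to 4.59. Nov, a matrix-associated signaling protein, fell from 449 ± 89.8 (SD, n = 4) to between 0 and 1.07, and Zg16, a lectin of goblet cell mucus, fell from 486 ± 175 (SD, n = 4) to 7.41 in the tumor of rat 547 and was listed at 0 in the other 3 tumors. Slc26a3, the chloride and bicarbonate exchanger of surface colonocytes, fell from 564 ± 119 (SD, n = 4) to 6.75 ± 9.96 (SD, n = 4), a log2 fold change of −6.94 (SE 0.57, adjusted p = 6.89e-07, limma). The other large falls were those of Sval1, the gluconeogenic enzyme Pck1, Dpep1, Tgm3, the fatty acid binding protein Fabp1 and Hsd3b6, with log2 fold changes of −6.46 to −4.58, and of Cyp2c24, which was listed at 0 in the 4 tumors.
In GM:LEW tumors, Mmp7 was at 282 ± 2.89 (SD, n = 3) and between 0 and 4.21 in the 5 NE libraries (log2 fold change 7.43, SE 0.65, adjusted p = 6.29e-07, limma), and Prss22 rose to 246 ± 29.4 (SD, n = 3) from 1.15 in 1 NE library and 0 in the other 4. Reg3b and Reg3g, antimicrobial lectins and paralogs that may share reads, were between 0 and 18.6 in NE and at 967 ± 70.5 and 1153 ± 113 (SD, n = 3) in the tumors. Olfm4, a marker of crypt base cells, rose to 59.3 ± 3 (SD, n = 3) from between 0 and 3.53. Other large rises were those of Hsp90aa1 and Mgp, with log2 fold changes of 6.91 and 5.76, and of Msx1 and Mmp13, which were listed at 0 in the 5 NE libraries. Hsp90aa1, a chaperone, was listed at 0 in 4 of them, and with loci at 0 taken as missing its log2 fold change was 2.40. Pyy, a peptide hormone of enteroendocrine cells, had 259.7 ± 62.3 (SD, n = 5) in NE and was listed at 0 in the 3 tumors, as were Sval1 and Tgm3. The other large falls were those of Nov, Fxyd4, St6galnac1, Pck1, Thbs4, Cd177 and Capn13, with log2 fold changes of −8.16 to −4.83.
In all, 3607 loci were called in GM:F344, 2028 higher and 1579 lower in tumors (56.2% higher), and 5248 in GM:LEW, 2093 higher and 3155 lower (39.9% higher). Scaling the libraries by median-of-ratios factors, which took the median log2 fold change of the tested loci from 0.085 to −0.007 in GM:F344 and from −0.152 to −0.054 in GM:LEW, gave 1593 higher and 1871 lower (46% higher) in GM:F344 and 2529 higher and 2772 lower (47.7% higher) in GM:LEW. With the 3 GM:LEW tumor libraries averaged into 1 sample, 2571 loci were called in GM:LEW, and the rises of Reg3b and Reg3g no longer passed (adjusted p = 0.104 and 0.0949, limma). Over the 3 rats that gave both tissues, with the rat as a block in the fit of 6 libraries, 13 loci were called. That fit joins both microbiota groups and leaves few residual degrees of freedom, so its count does not decide on the tumor effects. With the rat as a random block, the correlation within rats was −0.0525. The called goblet, colonocyte, enteroendocrine and Wnt target genes were then the same as in the main fit.

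**Figure D2:**
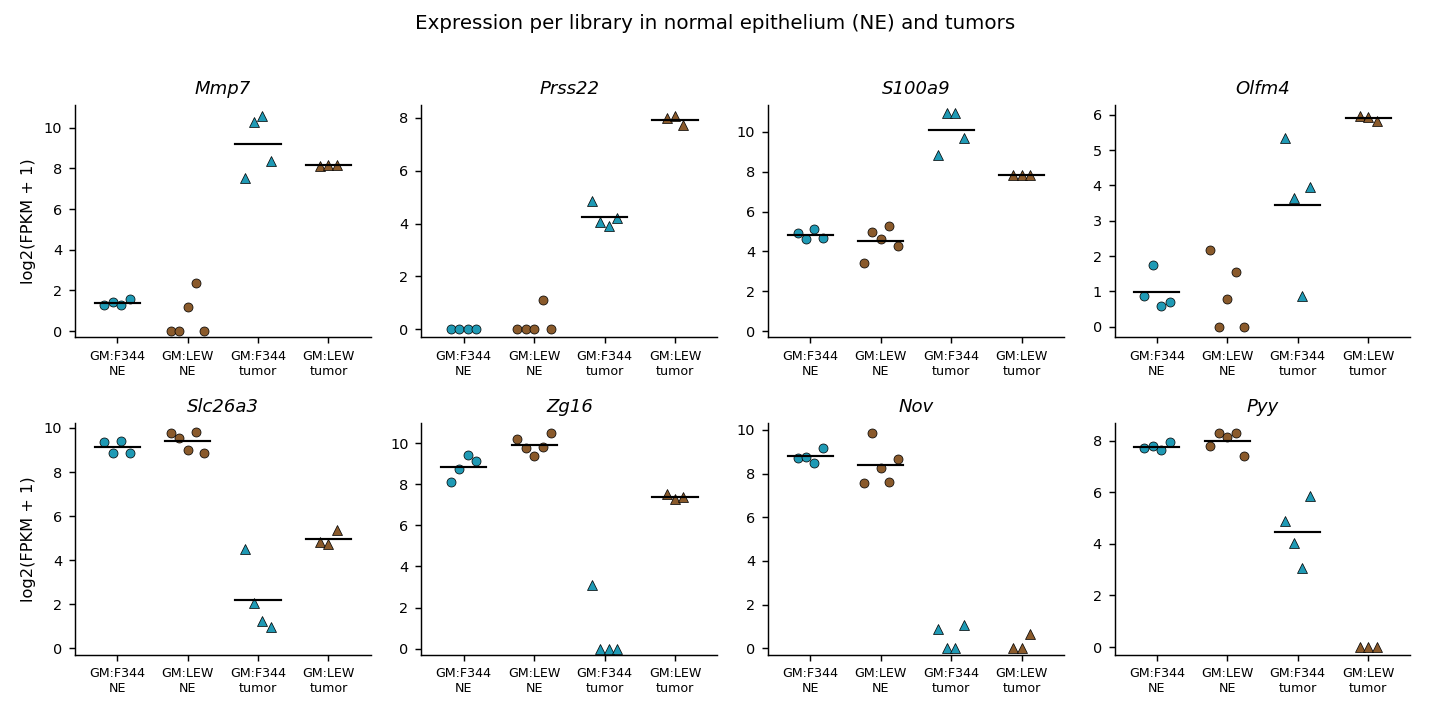
FPKM on a log2(FPKM + 1) axis of 8 genes in the 16 libraries; circles are NE, triangles tumors, blue GM:F344 and brown GM:LEW, each point is a library, and a horizontal bar is the group mean, drawn where no library is at 0. Mmp7, Prss22, S100a9 and Olfm4 lie higher in tumors, and Slc26a3, Zg16, Nov and Pyy lower.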

Importantly, we found that between the GM:F344 and GM:LEW NE samples, there were 2,046 differentially expressed genes, while 2,752 genes were found to be significantly differentially expressed between tumors from GM:F344 compared to that of GM:LEW.

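In NE, Tnk2, a non-receptor tyrosine kinase, was higher in GM:LEW, with an FPKM of 59.6 ± 15.5 (SD, n = 5) against 19.5 ± 8.76 (SD, n = 4) in GM:F344, a log2 fold change of 1.65 (SE 0.31, adjusted p = 0.00613, limma). Ppm1j, a protein phosphatase, and Ccnl1, a cyclin of RNA splicing, were higher as well, at 42.9 ± 14.8 against 13.3 ± 1.94 and at 60.4 ± 10.8 against 23.9 ± 7.89 (SD, n = 5 and 4). Caprin1, an RNA-binding protein of proliferating cells, was lower in GM:LEW NE, at 6.22 ± 4.54 (SD, n = 5) against 21.7 ± 4.44 (SD, n = 4), a log2 fold change of −1.81 (SE 0.31, adjusted p = 0.00342, limma), and so was Ptprk, a receptor tyrosine phosphatase, at 3.02 ± 2.6 (SD, n = 5) against 10.5 ± 1.53 (SD, n = 4). Tmem167b, a membrane protein, had 27.4 ± 1.53 (SD, n = 4) in GM:F344 NE and was listed at 0 in the 5 GM:LEW NE libraries. Of the 20 named genes with the largest changes, 11 were called under all 5 ways of joining pieces, also Hsd17b13, Slc35e4, Hsp90aa1, Ndrg3 and Tmc5. Those that were not included Pik3c2a, Pitpnc1, Capn9, Mpv17l2, Gna11, Gucy2c, Enth and Fbxo3. Hsp90aa1 did not pass when loci listed at 0 were taken as missing (log2 fold change −0.52, adjusted p = 0.234, limma), Hsd17b13 did not with a pseudocount of 0.1 (1.99, adjusted p = 0.207, limma), and Ndrg3 was listed at 0 in 3 GM:LEW NE libraries. Of the 16 fits that left out 1 library, 6 lost the call of Ndrg3 and 5 each those of Capn9 and Mpv17l2, while Pitpnc1 lost its call without GM:F344 NE of rat 547 (2.13, adjusted p = 0.0518, limma).
In all, 988 loci were called between the microbiota groups in NE, 578 higher and 410 lower in GM:LEW. The count was 615 without GM:F344 NE of rat 330 and 1481 without GM:LEW NE of rat 87, and 414 when only the NE libraries were fitted. The GM:LEW NE libraries had the shorter assembled loci, and 549 of the 988 loci were called under all 5 ways of joining pieces.
In tumors, Zg16 was at 167 ± 14.6 (SD, n = 3) in GM:LEW, above its values in all 4 GM:F344 tumors (log2 fold change 6.62, SE 0.60, adjusted p = 4.3e-06, limma), and Fabp1, at 75.4 ± 13.6 (SD, n = 3), was between 0 and 3.12 in GM:F344 tumors (log2 fold change 5.73, SE 0.80, adjusted p = 0.000252, limma). Msx1, a homeobox transcription factor, had 51 ± 0.53 (SD, n = 3) in GM:LEW tumors and between 0 and 2.01 in GM:F344 tumors, and it was listed at 0 in all 9 NE libraries. Mmp13, a collagenase, was at 31.7 ± 0.506 (SD, n = 3) against 2.3 ± 1.8 (SD, n = 4). Fxyd4, a regulator of the sodium pump, was lower in GM:LEW tumors, between 0 and 3.29 against 291 ± 79.9 (SD, n = 4) in GM:F344 tumors. Vsig1, a cell adhesion protein, was lower at 8.02 ± 0.926 (SD, n = 3) against 156 ± 35 (SD, n = 4), a log2 fold change of −4.11 (SE 0.26, adjusted p = 6.32e-08, limma). Also among the 10 largest rises were Prss22, Tmigd1, Prl2a1, Gcnt3 and Pkib, with log2 fold changes of 3.01 to 3.68, and the other falls were those of Scgb1a1, Hoxd13, Sprr1al, Wfdc1 and Tnfrsf11b, with log2 fold changes of −5.49 to −3.96, and of Rrm2, Pyy and Sval1, which were listed at 0 in the 3 GM:LEW tumors. All 20 were called under the 5 ways of joining pieces, but Hoxd13, Prl2a1 and Sval1 did not pass with the 3 GM:LEW tumor libraries as 1 sample (adjusted p = 0.135, 0.181 and 0.0808, limma).
In tumors 1855 loci were called, 648 higher and 1207 lower in GM:LEW (34.9% higher). With median-of-ratios scaling, which took the median log2 fold change of the tested loci from −0.165 to 0, 928 were higher and 679 lower (57.7% higher), and 1326 loci were called both ways. Without the GM:LEW tumor of rat 045 the count was 1198, and with the 3 GM:LEW tumor libraries averaged into 1 sample it was 326. The paper states that the microbiota correlates with differential gene expression in both NE and tumors (Fig. 5).

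**Figure D3:**
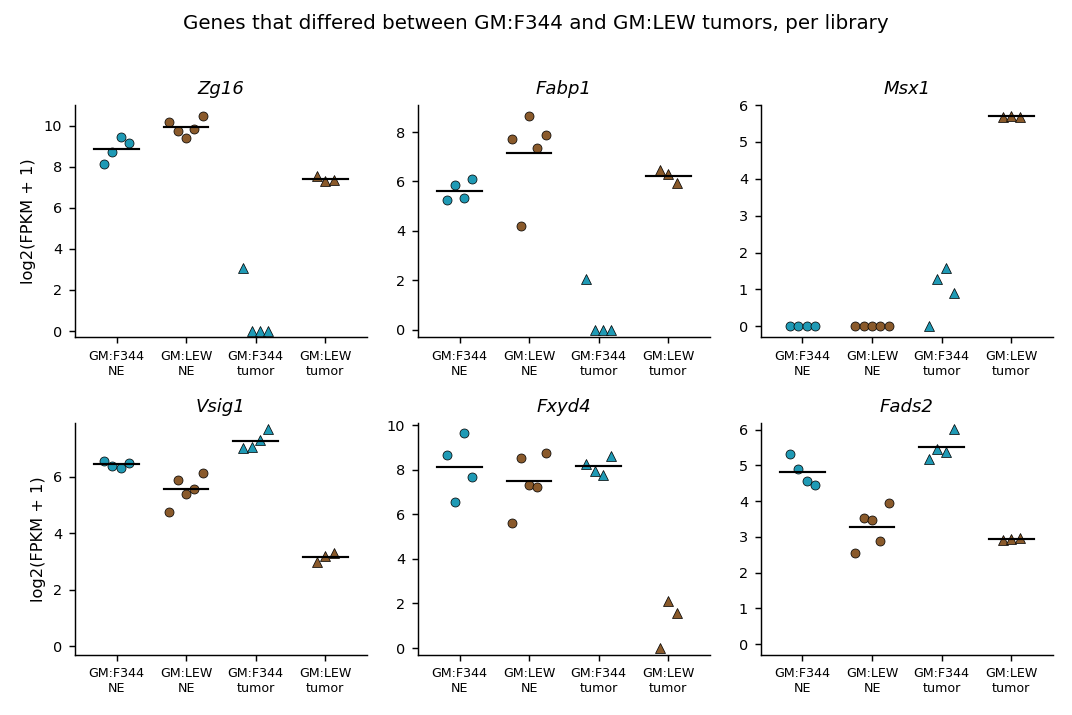
FPKM on a log2(FPKM + 1) axis of 6 genes in the 16 libraries; circles are NE, triangles tumors, blue GM:F344 and brown GM:LEW, each point is a library, and a horizontal bar is the group mean, drawn where no library is at 0. Zg16, Fabp1 and Msx1 lie higher in GM:LEW than in GM:F344 tumors, and Vsig1, Fxyd4 and Fads2 lower.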

**Fig 5:**
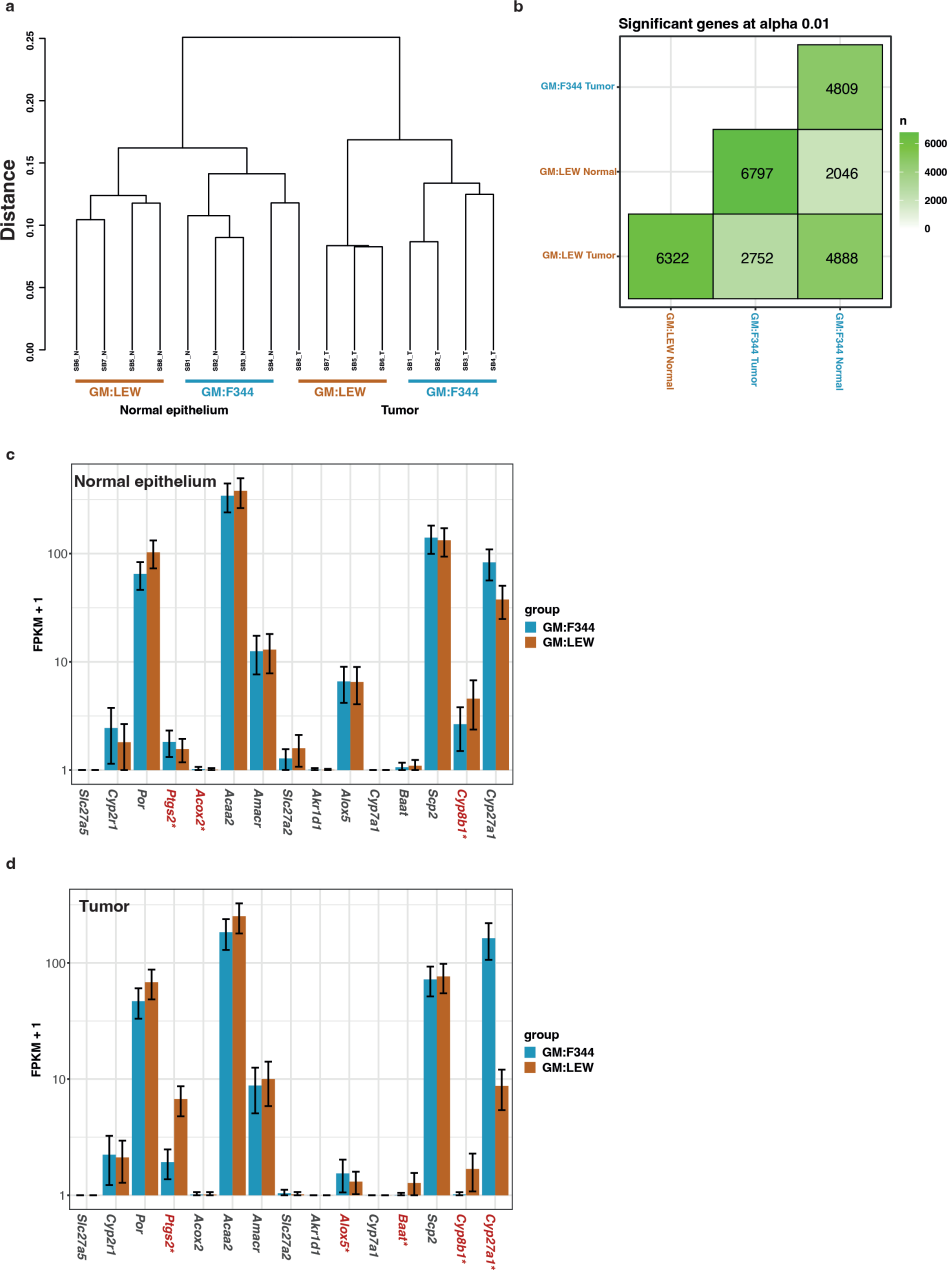
GM correlates with differential gene expression in the normal epithelium and tumor tissues. Ordination and hierarchical clustering (**A**) analyses were used to determine the relationship of the samples to each other and the groups with respect to the other. (**B**) Correlation analyses between the normal colonic epithelium (normal) and tumor tissues from both GM:F344 and GM:LEW groups are indicated based on the overlap of the number of genes significantly different when Bonferroni-adjusted *P* < 0.01. Bar plots (GM:F344, cyan; GM:LEW, brown with standard deviation) depicting the relative expression of the genes involved in the pathways affected by the putative metabolites were assessed in the normal epithelium (**C**) and tumor (**D**) samples. All the analyses were performed using the cummeRbund package in R. Relative expression of the genes involved in the pathways affected by the putative metabolites was assessed in the normal epithelium (**C**) and tumor (**D**) samples. Significantly differential expression with a Bonferroni-adjusted *P*-value less than 0.01 is identified with an asterisk (*) after the gene name.

### Pathway analyses identify potential mechanisms contributing to high and low colonic tumor susceptibility

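Enzymes that build the O-linked sugar chains of mucins differed between the tumors of the microbiota groups in both directions. Gcnt3, which branches O-glycans in mucin-secreting cells, had an FPKM of 124 ± 18.1 (SD, n = 3) in GM:LEW tumors and 11 ± 2.62 (SD, n = 4) in GM:F344 tumors, a log2 fold change of 3.40 (SE 0.36, adjusted p = 1.79e-05, limma). Gcnt1, another branching enzyme, was lower in GM:LEW tumors, at 1.87 ± 0.328 (SD, n = 3) against 13.7 ± 4.3 (SD, n = 4), a log2 fold change of −2.30 (SE 0.29, adjusted p = 0.000101, limma). Of 11 measured genes of mucin type O-glycan biosynthesis, 2 were higher and 2 lower in GM:LEW tumors, and the same counts passed when adjusted over the list alone. The other 2 were St6galnac1, a sialyltransferase, lower at 0.802 ± 0.0594 (SD, n = 3) against 17.8 ± 16.5 (SD, n = 4), and St3gal2, another sialyltransferase, higher at 19.7 ± 4.32 (SD, n = 3) against 12.5 ± 1.96 (SD, n = 4). In NE limma called 0 of the 11, also when adjusted over the list alone, and 1 was lower in GM:LEW at an unadjusted p under 0.05. The call of St3gal2 rested on the way of joining pieces, with log2 fold changes of 0.61 as used here, −0.25 with the highest piece and −0.85 with the sum of pieces, and it was lost in 11 of the 16 fits that left out 1 library. St6galnac1 did not pass with the 3 GM:LEW tumor libraries as 1 sample (adjusted p = 0.238, limma).
Of the fatty acid genes, Fads2, the desaturase at the first step of polyunsaturated fatty acid synthesis, was lower in GM:LEW tumors, at 6.72 ± 0.159 (SD, n = 3) against 45.5 ± 12.7 (SD, n = 4) in GM:F344 tumors, a log2 fold change of −2.55 (SE 0.30, adjusted p = 5.8e-05, limma). Tecr, a reductase of fatty acid elongation, was lower at 72.6 ± 7.85 (SD, n = 3) against 117 ± 10.1 (SD, n = 4). These were the 2 genes called in tumors among 8 of unsaturated fatty acid biosynthesis, with 0 higher, and the same 2 passed when adjusted over the list alone. The log2 fold change of Tecr was −0.68, and with median-of-ratios scaling it was −0.45, under the 1.5-fold minimum. It did not pass with the 3 GM:LEW tumor libraries as 1 sample either (adjusted p = 0.125, limma). None of 15 listed genes of fatty acid biosynthesis itself had a named locus. The named loci come from tables of genes chosen on these samples, so the counts are not independent evidence of direction, and no enrichment was tested.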

Pathway analysis using the differentially expressed genes found an enrichment in many cancer- and metabolism-related pathways, including the fatty acid and the mucin type-O glycan biosynthesis pathways. An increased pathway topology in the normal epithelium from the high tumor, i.e., GM:F344 group, (Fig. S2A) was observed, suggesting a significant role and position of the genes in the pathway. Increased cell cycle, RNA transport, and TCA cycle pathways were also observed in the normal epithelium of GM:F344. Conversely, normal epithelium from the GM:LEW (low tumor) profile showed an increase in apoptotic pathways along with fat digestion and absorption and calcium signaling pathways (Fig. S2B).

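Genes of the cell cycle, RNA transport and TCA cycle lists that were called in NE in the main fit were lower in GM:LEW than in GM:F344. Ccnb1, the mitotic cyclin B1, had an FPKM of 31.8 ± 7.7 (SD, n = 4) in GM:F344 NE and 13.2 ± 3.45 (SD, n = 5) in GM:LEW NE, a log2 fold change of −1.22 (SE 0.20, adjusted p = 0.00265, limma), and Cdc20, an activator of the anaphase-promoting complex, had 24.4 ± 5.05 (SD, n = 4) and 10.7 ± 2.18 (SD, n = 5), a log2 fold change of −1.12 (SE 0.17, adjusted p = 0.00185, limma). Of 28 measured cell cycle loci, which stand for 27 genes since Ccnd2 is listed at 2, 0 were higher and 5 lower in GM:LEW NE (1 higher and 6 lower when adjusted over the list alone). The others were Rad21, a cohesin subunit, Ywhaq, a 14-3-3 protein, and Rbl1, a retinoblastoma-like protein named after its value was seen.
Idh1, a cytosolic isocitrate dehydrogenase, had 177 ± 7.81 (SD, n = 4) in GM:F344 NE and 97.9 ± 13.7 (SD, n = 5) in GM:LEW NE, a log2 fold change of −0.86 (SE 0.14, adjusted p = 0.00304, limma). Pdha1, a subunit of pyruvate dehydrogenase, had 59.9 ± 3.94 (SD, n = 4) and 29.9 ± 11.4 (SD, n = 5), a log2 fold change of −1.04 (SE 0.19, adjusted p = 0.00541, limma). With Suclg2, a subunit of succinyl-CoA ligase, these were the 3 lower genes among 9 of the TCA cycle, with 0 higher, also when adjusted over the list alone. Of 22 RNA transport genes, 0 were higher and 2 lower (3 lower over the list alone), Thoc7, a subunit of the THO complex, at 70.7 ± 12.4 (SD, n = 5) against 110.5 ± 14 (SD, n = 4), and Nup35, a nucleoporin, at 10.7 ± 4.23 (SD, n = 5) against 18.4 ± 1.54 (SD, n = 4). The lists could be measured only through tables of genes chosen on these samples, and the assembled loci of GM:LEW NE were shorter. Without GM:LEW NE of rat 044, 2 cell cycle genes and 1 RNA transport gene were lower. With the highest piece, 1 cell cycle gene was higher (Cdkn1a) and 4 were lower, and 1 RNA transport gene and 1 TCA cycle gene were lower. Pdha1 then had a log2 fold change of −0.10 (adjusted p = 0.739, limma). With implied length, 4 cell cycle genes, 1 RNA transport gene and 2 TCA cycle genes were lower. Rbl1 and Nup35 lost their calls with the highest piece and with implied length. Of the 16 fits that left out 1 library, 6 lost the call of Nup35 (log2 fold changes of −0.95 to −0.64 over all 16) and 3 that of Rad21, namely those without GM:F344 NE of rat 547 (−0.75) or 777 (−0.65) or GM:LEW NE of rat 044 (−0.71). Thoc7 lost its call without GM:F344 NE of rat 330 (−0.57) or GM:LEW NE of rat 518 (−0.58), Suclg2 without GM:F344 NE of rat 330 (−0.57) or GM:LEW NE of rat 517 (−0.56), and Ywhaq without GM:LEW NE of rat 044 (−0.52).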

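Few of the apoptosis, fat absorption and calcium signaling genes passed the test between the NE of the microbiota groups. Map3k14, a kinase of noncanonical NF-kB signaling, had an FPKM of 4.32 ± 1.34 (SD, n = 5) in GM:LEW NE and 1.88 ± 1.07 (SD, n = 4) in GM:F344 NE, a log2 fold change of 0.91 (SE 0.23, adjusted p = 0.026, limma). Xiap, an inhibitor of caspases, was lower in GM:LEW NE, at 7.92 ± 5.24 (SD, n = 5) against 16.1 ± 1.55 (SD, n = 4), a log2 fold change of −1.14 (SE 0.33, adjusted p = 0.0467, limma). Of 21 measured apoptosis genes, 1 was higher and 2 were lower in GM:LEW NE, also when adjusted over the list alone, the third being Pik3cb, a catalytic subunit of phosphoinositide 3-kinase. These calls were lost in 5 (Map3k14), 14 (Xiap) and 13 (Pik3cb) of the 16 fits that left out 1 library, with log2 fold changes of 0.80 to 1.14, −1.41 to −0.85 and −1.39 to −0.83. Xiap had log2 fold changes of −0.24 with the highest piece and −0.02 with the sum of pieces (adjusted p = 0.297 and 0.97, limma), and Pik3cb did not pass with either (−1.07 and −0.90, adjusted p = 0.0511 and 0.12, limma). Map3k14 did not pass with the piece of the largest overlap (1.11, adjusted p = 0.0758, limma), and none of the 3 did with only the NE libraries fitted. With the highest piece, 2 apoptosis genes were higher in GM:LEW NE (Ddit3 and Map3k14) and 1 was lower (Lmnb1). Without GM:LEW NE of rat 87, 1 was higher and 3 were lower, and without that of rat 044, 0 were higher and 1 was lower. With the 3 GM:LEW tumor libraries as 1 sample, 0 apoptosis genes were called in NE.
Of 6 measured genes of fat digestion and absorption, limma called 0 in NE, also when adjusted over the list alone, with 2 higher and 1 lower in GM:LEW at an unadjusted p under 0.05. Fabp1 had 50.1 ± 14.7 (SD, n = 4) in GM:F344 NE and 205 ± 139 (SD, n = 5) in GM:LEW NE, a log2 fold change of 1.53 (SE 0.71, adjusted p = 0.193, limma). Without GM:LEW NE of rat 045 it was 2.27 (adjusted p = 0.00823, limma). Fabp2, the intestinal fatty acid binding protein, had 69 ± 21.3 (SD, n = 4) and 172 ± 129 (SD, n = 5), a log2 fold change of 1.09 (adjusted p = 0.189, limma).
Of 28 calcium signaling genes, 2 were higher and 2 lower in GM:LEW NE (4 and 2 when adjusted over the list alone). Ptger1, a prostaglandin E2 receptor, was higher at 11 ± 1.63 (SD, n = 5) against 6.74 ± 1.17 (SD, n = 4), and Phkg2, a subunit of phosphorylase kinase named after its value was seen, at 29.3 ± 8.35 (SD, n = 5) against 14.3 ± 2.27 (SD, n = 4), which did not pass with the highest piece or with implied length. Calm2, a calmodulin that may share reads with its paralogs, was lower at 259.7 ± 52.1 (SD, n = 5) against 391 ± 34 (SD, n = 4). Gna11, a G protein subunit, was lower at 7.33 ± 5.42 (SD, n = 5) against 35.9 ± 3.65 (SD, n = 4), but did not pass with the sum of pieces (adjusted p = 0.0863, limma). Without GM:LEW NE of rat 87, 4 calcium signaling genes were higher (Phkg2, Plcb4, Plcd3 and Ptger1) and 3 were lower (Calm2, Gna11 and Ppp3cb). Without GM:LEW NE of rat 044, 0 calcium signaling genes were higher and 1 was lower (Ptger1 0.57 and Calm2 −0.51). Ptger1 lost its call also without GM:F344 NE of rat 777 (0.55), and Calm2 without GM:F344 NE of rat 547 (−0.59) or 330 (−0.57). Genes on these lists could be named only from tables made from these samples, which are not independent evidence of direction, and the GM:LEW NE loci were assembled at shorter spans.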

To integrate the metabolomics and transcriptome profiles, we determined the expression differences of the genes contributing to the predicted putative metabolic pathways, i.e., bile acid biosynthesis and aspirin-triggered resolvin E biosynthesis (Fig. 4; Table 2; Fig. S3A). We examined the gene expression involved in the resolvin E biosynthesis pathway and found that *Ptgs2* was significantly increased in the normal epithelium tissues of the high tumor group (GM:F344) compared to the GM:LEW group (Fig. 5C). 

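Ptgs2, which encodes cyclooxygenase-2 and is induced in inflammation and tumors, was low in the NE of both microbiota groups. Its FPKM was 1.16 ± 0.279 (SD, n = 4) in GM:F344 NE, with libraries between 0.974 and 1.57, and 1.57 ± 0.378 (SD, n = 5) in GM:LEW NE, with libraries between 1.11 and 2.08. The difference did not pass the test (log2 fold change of GM:LEW over GM:F344 0.24, SE 0.16, adjusted p = 0.388, limma). Without 1 library at a time it was 0.17 to 0.33 and did not pass in any of the 16 fits. The locus lies on chromosome 13 from 64427144 to 64435403 as the authors' tables give it, on a build that is not settled and is not taken here to be Rnor_6.0. Of 7 measured prostaglandin and lipoxygenase genes, Ptger1 alone was called in NE, higher in GM:LEW (log2 fold change 0.63, SE 0.14, adjusted p = 0.0142, limma), and 0 were lower. The count was the same when adjusted over the list alone, and 0 were called without GM:LEW NE of rat 044 (Ptger1 0.57). Ptger1 did not pass without GM:F344 NE of rat 777 either (0.55). The list was measured through tables of genes chosen on these samples, which are not independent evidence of direction.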

Interestingly, *Ptgs2* was highly elevated in tumor tissues of the low tumor group (GM:LEW) at 6 months of age (Fig. 5D). 

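Ptgs2 was higher in each GM:LEW tumor than in any library of the other groups, with an FPKM of 5.33 ± 0.776 (SD, n = 3; 4.45 to 5.93) against 1.28 ± 0.525 (SD, n = 4; 0.904 to 2.06) in GM:F344 tumors. The log2 fold change between the tumors was 1.49 (SE 0.19, adjusted p = 8.43e-05, limma). Against NE of the same microbiota group it rose in GM:LEW tumors by 1.31 on the log2 scale (SE 0.18, adjusted p = 4.32e-05, limma), while in GM:F344 tumors its log2 fold change was 0.06 (SE 0.17, adjusted p = 0.838, limma). The tumor effects differed between the microbiota groups by 1.25 (SE 0.25, adjusted p = 0.00522, limma), which did not pass with the 3 GM:LEW tumor libraries as 1 sample (adjusted p = 0.07, limma). Ptges, the synthase that makes prostaglandin E2 from the product of cyclooxygenase, was higher in GM:LEW tumors as well, at 4.97 ± 0.268 (SD, n = 3) against 1.3 ± 0.427 (SD, n = 4), a log2 fold change of 1.39 (SE 0.21, adjusted p = 0.000419, limma).
Of the 7 prostaglandin and lipoxygenase genes, these 2 were higher in GM:LEW tumors and 2 were lower (2 and 3 when adjusted over the list alone), a list that is not independent evidence of direction since its loci were named from tables made from these samples. The lower ones were Lta4h, which makes leukotriene B4, at 36.1 ± 0.818 (SD, n = 3) against 73.9 ± 24.6 (SD, n = 4), and Ptger3, a prostaglandin E2 receptor, listed at 0 in the 3 GM:LEW tumors and at 1.31 ± 0.589 (SD, n = 4) in GM:F344 tumors. With the 3 GM:LEW tumor libraries as 1 sample, 2 were higher and 0 lower. Lta4h did not pass with median-of-ratios scaling (adjusted p = 0.0768, limma), and Ptger3 lost its call in 5 of the 16 fits that left out 1 library, those without the GM:F344 tumor of rat 547 (−1.03) or 341 (−1.11) or any 1 GM:LEW tumor (−1.17 each).

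**Figure D4:**
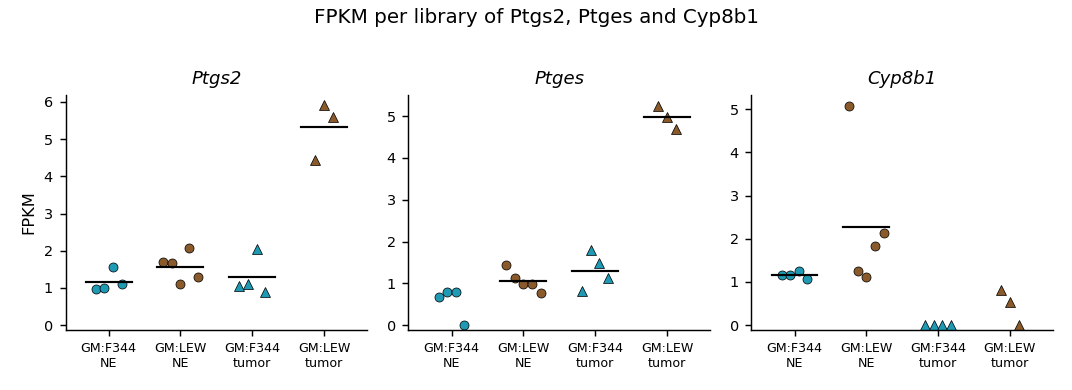
FPKM of Ptgs2, Ptges and Cyp8b1 in the 16 libraries on linear axes; circles are NE, triangles tumors, blue GM:F344 and brown GM:LEW, each point is a library, and a horizontal bar is the group mean, drawn where no library is at 0. Ptgs2 and Ptges lie highest in the 3 GM:LEW tumors, and Cyp8b1 is at 0 in the 4 GM:F344 tumors and 1 GM:LEW tumor.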

We found that *Alox5* was significantly elevated in the GM:F344 tumor tissues (up 2.5-fold) compared to the GM:LEW group (Fig. 5D). Furthermore, we found that the bile acid biosynthesis genes *Cyp8b1* and *Baat* were also increased in the tumor tissues of the low tumor group (GM:LEW) compared to Pirc rats in the GM:F344 group (Fig. 5D).

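Cyp8b1, the sterol 12-alpha-hydroxylase that directs bile acid synthesis toward cholic acid, was near the floor in the tumors of both microbiota groups. It was listed at 0 in the 4 GM:F344 tumors, and its FPKM was 0.824, 0.542 and 0 in the 3 GM:LEW tumors, a difference that did not pass the test (log2 fold change 0.50, SE 0.29, adjusted p = 0.283, limma). In NE it was at 1.16 ± 0.0819 (SD, n = 4) in GM:F344 and 2.28 ± 1.62 (SD, n = 5) in GM:LEW, a log2 fold change of 0.49 (SE 0.26, adjusted p = 0.252, limma), where the library of rat 044 had 5.07 and the other 4 GM:LEW libraries lay lower. Against NE it fell in the tumors of both groups, with fitted log2 fold changes of −1.11 in GM:F344 and −1.10 in GM:LEW (SE 0.27 and 0.28, adjusted p = 0.00604 and 0.00549, limma), of which the first is set by the added 1 since all 4 tumors were at 0. The fall in GM:LEW tumors did not pass with the 3 tumor libraries as 1 sample (adjusted p = 0.0801, limma). The locus lies on chromosome 8 from 127018907 to 127020878 in the authors' tables. Baat was not analysed here.
Por, the reductase that passes electrons to cytochrome P450 enzymes, is the other gene of Table 2 among the bile acid biosynthesis genes measured here, 2 of the 14 listed, of which 0 were called between the tumors by limma, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. It lies on chromosome 12 from 22078628 to 22154468 in the authors' tables. Its FPKM was 38.9 ± 0.656 (SD, n = 3) in GM:LEW tumors and 33.7 ± 1.77 (SD, n = 4) in GM:F344 tumors (log2 fold change 0.20, adjusted p = 0.741, limma). On the separate list of primary bile acid biosynthesis, limma called 0 of 2 measured genes between tumors. At an unadjusted p under 0.05, 1 of them was lower in GM:LEW tumors. Nr1h4, the bile acid receptor FXR, was higher in GM:LEW tumors, at 15.9 ± 1.57 (SD, n = 3) against 4.38 ± 3.99 (SD, n = 4; 1.74 to 10.3), a log2 fold change of 1.90 (SE 0.35, adjusted p = 0.00234, limma). In GM:F344 it fell from 26 ± 1.34 (SD, n = 4) in NE by 2.58 on the log2 scale (SE 0.33, adjusted p = 3.64e-05, limma). Of 2 measured genes of bile acid transport and signaling, 1 was higher in GM:LEW tumors and 0 were lower, and Nr1h4 did not pass with the 3 GM:LEW tumor libraries as 1 sample (adjusted p = 0.121, limma). Its locus too was named from tables made from these samples, which are not independent evidence of direction.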

We used the differential putative metabolites and differentially expressed genes in the normal epithelium to perform an integrated pathway (IP) analysis using the MetaboAnalyst module (18) to integrate metabolite, host epithelium expression, and microbiota differences. The synergistic IP analysis suggested that colonic tumor susceptibility is associated with primary bile acid biosynthesis, fatty acid elongation, and metabolism pathways. 

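The desaturases of polyunsaturated fatty acid synthesis were lower in the NE of GM:LEW than of GM:F344. Fads2 had an FPKM of 27.7 ± 8.15 (SD, n = 4) in GM:F344 NE and 9.24 ± 3.75 (SD, n = 5) in GM:LEW NE, a log2 fold change of −1.53 (SE 0.27, adjusted p = 0.0042, limma). Fads1, the delta-5 desaturase, had 3.45 ± 0.862 (SD, n = 4) and 1.66 ± 0.406 (SD, n = 5), a log2 fold change of −0.73 (SE 0.17, adjusted p = 0.0183, limma). They were the 2 genes called among 8 of unsaturated fatty acid biosynthesis, with 0 higher, and both passed when adjusted over the list alone. Hadha, the alpha subunit of the mitochondrial trifunctional protein of beta-oxidation, was lower at 18.9 ± 9.54 (SD, n = 5) against 46.2 ± 13.1 (SD, n = 4), a log2 fold change of −1.35 (SE 0.32, adjusted p = 0.0194, limma), the 1 gene called among 5 of fatty acid elongation (1 over the list alone). Among 4 genes of fatty acid degradation, Hadha was lower and Cpt1b, the muscle form of carnitine palmitoyltransferase, higher at 3.39 ± 1.22 (SD, n = 5) against 1.27 ± 0.598 (SD, n = 4). The same 2 passed over the list alone. Of 2 measured genes of primary bile acid biosynthesis, limma called 0 in NE, and 0 passed over the list alone or at an unadjusted p under 0.05. Of 2 measured bile acid biosynthesis genes of Table 2, 1 was lower in GM:LEW NE, also when adjusted over the list alone. This was Por, the cytochrome P450 reductase, at 22.4 ± 15.1 (SD, n = 5, range 10.8 to 48.8) against 44.2 ± 3.98 (SD, n = 4). Its log2 fold change was −1.13 (SE 0.29, adjusted p = 0.0263, limma). Its direction rested on the way of joining pieces, with log2 fold changes of 0.35 with the highest piece and 0.59 with the sum of pieces, and it did not pass in 4 of the 16 fits that left out 1 library, those without GM:F344 NE of rat 547 (−1.13), 775 (−1.10) or 330 (−1.09) or GM:LEW NE of rat 044 (−1.11). Fads1 did not pass without GM:F344 NE of rat 547 (log2 fold change −0.62, adjusted p = 0.0641, limma), and Hadha without that library (−1.32, adjusted p = 0.0525, limma) or without GM:F344 NE of rat 775 (−1.19, adjusted p = 0.0593, limma). The loci were named from tables of genes chosen on these samples, which are not independent evidence of direction, and the GM:LEW NE libraries had shorter assembled loci.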

We observed increased pathway topology of unsaturated fatty acid biosynthesis corroborating the role of fatty acids in colonic tumor burden (Fig. S3B). To improve the power of our predictive analytical capacity, we used canonical correlation analyses to determine the interplay between the operational taxonomic units (OTUs), putative metabolites, and the genes identified as differential in the normal epithelium. Interestingly, we found that OTUs such as *Prevotella* sp., *Desulfovibrio* sp., and *Veillonella parvula* are associated with the GM:LEW group in the ordination plot (Fig. 6). Similarly, unannotated genes such as *Trim5* and *Tlr1*, along with *Crabp2, Junb,* and *Cndp2,* separate along the axes, based on their relationship with either GM:F344 or GM:LEW. While a putative metabolite identified as vigabatrin correlated with GM:LEW, the other metabolites detected (triethylene glycol, Intiquinatine, Ataciguat, and M659T35_2) clustered with GM:F344 in the analysis along with *Parabacteroides gordonii* (Fig. 6).

**Fig 6:**
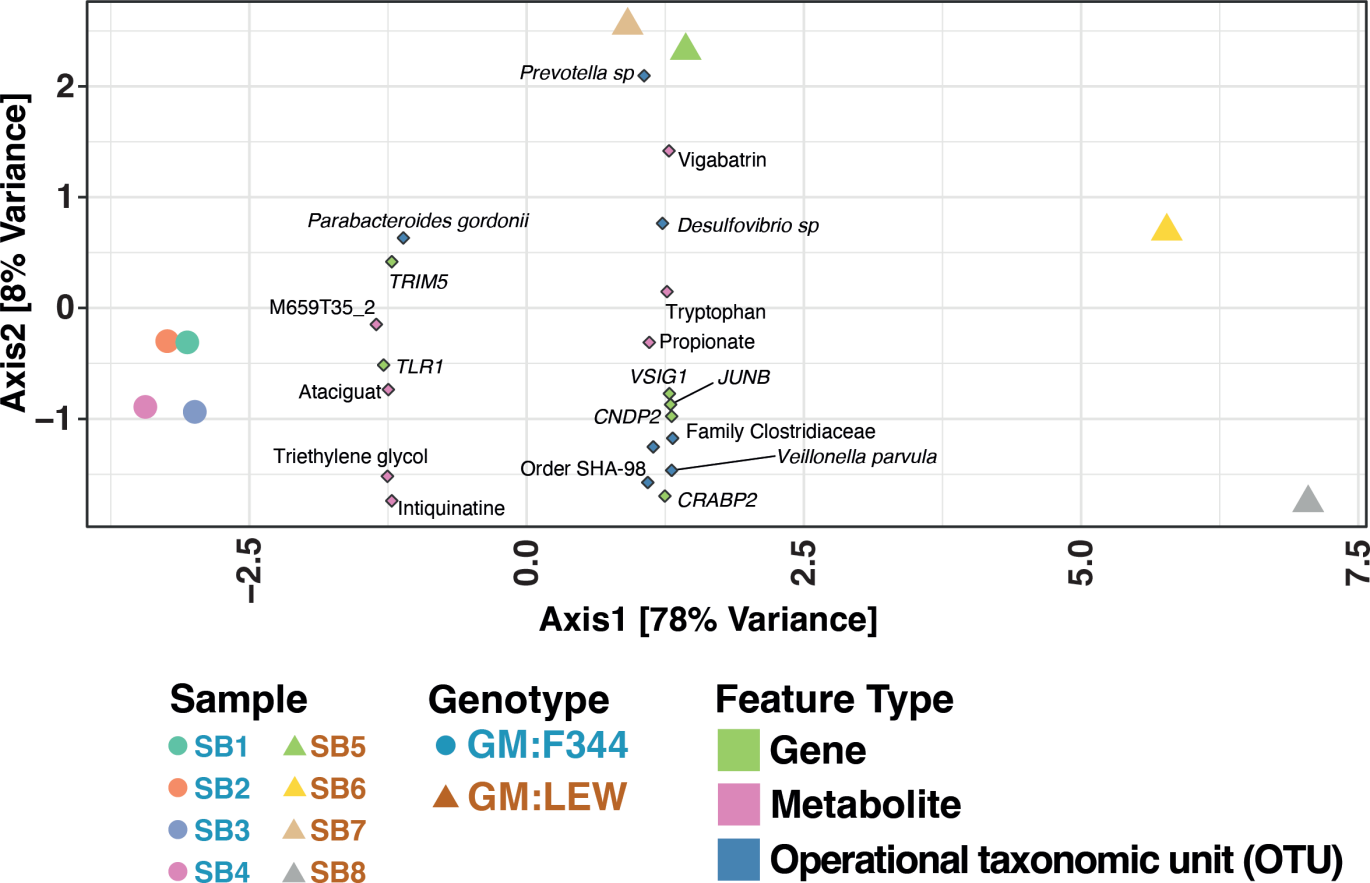
Pathway and correlation analyses identify potential mechanisms and differential factors contributing to low and high tumor susceptibility. Sparse canonical correlation analysis incorporating the genes, metabolites, and OTUs contributing to disease susceptibility in GM:F344 (filled circles) and GM:LEW (filled triangles) was analyzed in R, using the structSSI CRAN package. Metabolites, genes, and OTUs are shown as diamonds in purple, green, and blue. Axis-1 demonstrated a 78% separation between GM:F344 and GM:LEW.

### Human colonic cancer profiles reveal mutations in the identified differential genes

Since our findings were in a preclinical rat model of colon cancer, we explored The Cancer Genome Atlas (TCGA) (19, 20) to identify whether colon cancer patients would exhibit mutations in the genes identified in our transcriptome analyses. To achieve this, we filtered the 785 colon adenocarcinoma patient data set using the differentially expressed genes involved in the bile acid pathway biosynthesis along with the *ALOX5* and *PTGS2* genes. Surprisingly, we found that 8.5% of the patients in the data set (*n* = 67; Fig. S5A) across several tumor stages (Fig. S5B) and both sexes (Fig. S5C) had a high number of mutations (>400; Fig. S5D). Similar to the phenotype observed in the Pirc rat model, 22.4% of the tumors were observed in the sigmoid colon (Fig. 5E) with a majority of those exhibiting a well-to-moderate tumor grade (Fig. 5F). Furthermore, the tumors also revealed a high microsatellite instability (MSI; 46.3%; Fig. 5G) alongside a low CpG island methylator phenotype (CIMP; 44.8%; Fig. 5H).

## DISCUSSION

Colon cancer etiology has been addressed for decades from the perspective of host gene expression and its effect on disease susceptibility. Studies have also addressed the metabolome associated with adenomagenesis separately or in conjunction with the microbiome or the transcriptome (21, 22). However, the majority of these studies are retrospective (23), i.e., after disease onset in patients, raising the question of whether the microbiome, metabolome, and transcriptome are merely responding to disease, or causative of tumor development. We present for the first time the integration of three “omics” strategies to understand tumor susceptibility in a preclinical rat model of human colon cancer. Multi-omics investigations included IP analysis combining the metabolomics and transcriptomics data, identifying potential biomarkers for disease risk from fecal samples as early as 1 month of age.

Previously, we reported that differential commensal GM altered the susceptibility of isogenic Pirc rats rederived onto surrogate dams with distinct gut microbiota (9). We also showed that adenomas can develop through multiple possible mechanisms including somatic recombination and subsequent loss of the WT *Apc* allele, secondary point mutations, or through loss of expression of the WT allele (17). We report here that the GM influences the mechanism of WT *Apc* loss. Additionally, it appears that some complex GMs can possibly promote epigenetic silencing while others likely promote loss of heterozygosity.

We now report that the altered GM profile correlates with differential metabolite features representative of the high tumor (GM:F344) and the low tumor (GM:LEW) profiles. Some of the differential putative metabolites have identities in the METLIN database, facilitating future testing of these compounds and their influence on tumorigenesis. We remarkably found that Pirc rats with fewer adenomas (≤9, average) differentially clustered from animals with an excess of 19 adenomas, irrespective of the GM. These metabolite data were prognostic at 1 month of age, substantially prior to the onset of visible adenomas and physiological signs of disease in Pirc rats, suggesting a role for the metabolites in the initiation or early growth of adenomas. Due to the inadequacy of compound libraries in their current state, we could not establish accurate identities of the compounds using tandem MS spectra. However, further investigation including advanced methods such as UHPLC-MS-SPE-NMR (solid phase extraction and nuclear magnetic resonance) could elucidate the identity of these metabolites (24, 25). Furthermore, our analyses are limited to differential profiles and hierarchical clustering. Although, we validated the metabolomics targets within an independent cohort of PIRC and control rats, predictive analyses using naïve or unknown samples will be needed in the future. We acknowledge these caveats in our study; however, the information herein may be used going forward as training data sets for neural network or machine learning algorithms with the objective of establishing a pre-tumorigenesis data set to identify at-risk populations based on metabolite features (26, 27).

Similar to the metabolomic analysis, we demonstrate here for the first time that co-isogenic Pirc rats show differential gene expression depending on the GM they harbor. We found that *Ptgs2* was significantly elevated in the normal epithelium in the GM:F344 group suggesting that the gut microbiota likely has a role in the differential expression of this gene. *PTGS2* is an integral gene in the cyclooxygenase-2 (*COX2*) pathway and has been associated with increased colonic tumor burden (28). We also found increased *Alox5* expression in GM:F344 tumors, which is associated with increased proliferation and invasion of colonic tumors (29). Interestingly, the *COX2* mechanism highlighted in our study is based on metabolic pathways obtained from fecal samples collected at 1 month of age suggesting that the microbiome may be mediating low-level long-term effects through the metabolites. Furthermore, increased bile acid exposure in the gastrointestinal tract is a known factor for gastrointestinal (GI) cancers and was proposed as a carcinogen as early as 1939 (30, 31), with SBAs reported to be significantly increased in serum from patients with colonic adenomas (32). In accordance with these reports, we found that bile acid biosynthesis was elevated in the high tumor group (GM:F344). Using an IP analysis based on differential metabolites and the differentially expressed genes in the normal epithelium, we found primary bile acid biosynthesis as one of the principal contributors to the variability in disease susceptibility observed in GM:F344 or GM:LEW rats. It is imperative to note though that we found both metabolites and genes hinting toward bile acids as early as 1 month of age, prior to the onset of observable disease.

We concurrently used sparse canonical correlation analysis (sCCA) to integrate the microbiome, metabolome, and the transcriptome to identify potential features associated with disease phenotype and susceptibility. This approach was crucial to increase our confidence of prognostic feature detection as the metabolite identifications have not yet been verified through more-advanced methods such as NMR. Based on this approach, we found two genes (*Trim5* and *Tlr1*) correlated with the increased tumor phenotype of the GM:F344 group. Interestingly, these two genes (*Trim5*: tripartite motif 5 and *Tlr1*: toll-like receptor 1) are significant contributors to the innate immune system. TRIM proteins in humans are E3 ubiquitin ligases that are known to contribute to inflammatory cytokine production (33). Like the TRIM5 proteins, toll-like receptors (TLRs) activate the adaptive immune response in cancers. Lu et al. recently showed that TLR1 expression was elevated along with other TLRs in colorectal cancer (CRC) patients and cancer cell lines. The elevated expression was associated with the simultaneous increase in expression of pro-inflammatory genes such as IL-6 (interleukin-6) which has been identified as a potential marker for diagnosis and predicting severity of CRC (34 - 36). The association of these genes with the high tumor group (GM:F344) suggests that the adenoma development in our model may be mediated via inflammation and/or that their expression is a response to the resident taxa. However, due to the putative identities and nomenclature of the metabolites and the genes, respectively, future studies will be required to validate their association with increased disease susceptibility. We also found that the relative abundance of OTUs (*Prevotella* and *Desulfovibrio*) (37 - 39), previously linked with reduced colon cancer, were simultaneously associated with the low tumor susceptibility group (GM:LEW) (9). Surprisingly, the role of *Prevotella* in CRC is not straightforward. Although, we have previously reported the association of this genera, including the species *P. copri*, with a reduced tumor phenotype, others have found it to exacerbate tumor burden. For example, Lo et al. recently reported the enrichment of *P. intermedia* in CRC, coupled with additive effects alongside *Fusobacterium nucleatum* (40). Similar other reports have indicated the association of *Prevotella* with tumor-associated mucosa in CRC individuals (41). Given this disparity within individual genera with respect to their role in CRC, our findings, especially in the context of the role *Prevotella* plays, will need to be systematically addressed. Using bacterial supplementation methods, the importance of these taxa and their role in colon cancer will also need to be carefully addressed going forward. Strikingly, we found that a majority of the differentially expressed genes in our study were found in 8.5% of patients within the TCGA data set. We used information such as genes involved in the differential metabolite pathways at an early timepoint. Interestingly, the role of SBAs such as deoxycholic acid has previously been reported to cause genomic instability leading to possible initiation and progression of CRC (42). According to Payne et al., various mechanisms by which SBAs contribute to genomic instability include oxidative DNA damage, p53 and other mutations, MSI, micronuclei formation, and aneuploidy. Concurrently, our observations highlighting the dysregulation of bile acid genes in CIMP patients are not surprising. Fennel et al. reported that bile acid metabolism genes were enriched in a particular subtype of CIMP individuals (43). They hypothesized that there may be a subset of CRC that may be arising due to an accumulation of certain bile acids, in line with previous report by Payne et al. It is intriguing that the GM:F344 group had a high prevalence of tumors that exhibit monoallelic silencing of *Apc*; however, methylation analysis of *Apc* and the genome of tumors will need to be addressed in future studies. Furthermore, an in-depth analysis of the various mutations occurring in each gene both in the PIRC rats and also in human CRC patients is necessary for a thorough understanding of disease initiation and progression. An equally important consideration in the future will be to account for other genes that do not demonstrate any mutations and how the complex interplay of various mutations influence tumor burden within CRC. Despite these challenges, these findings may be used to identify putative biomarkers for the early diagnosis of colon cancer. We recognize the limitations of this study including the sample size and the putative identities of the metabolites and recommend the validation of our findings in an independent cohort, both in preclinical models and in patients’ clinical samples. While it is recognized that the GM of rat and human harbors species-specific bacteria, the metabolic capacities are similar, but strides are being made to humanize the GM in model species and could provide direct testing of bacteria that are associated with driving this differential susceptibility and mechanism of adenoma initiation (44).

Importantly, we found that the microbiome, metabolome, and transcriptome play a critical role in the etiology of colon cancer, with the GM significantly influencing the other two components. Assimilating these “omics” strategies has led to the discovery of several targets in all three systems that in the future could be used for screening and potentially therapeutic interventions. While methods for combining data from different modalities need greater development, our data signal that this approach could inform precision medicine both in a diagnostic and prognostic manner in the future. More importantly, we demonstrated that the complex GM is an important factor that needs to be defined or controlled for in all human and animal studies examining drug or therapeutic interventions because of the altered metabolic profile and the host response.

## MATERIALS AND METHODS

### Animal husbandry and housing

Pirc rats were generated by crossing male F344/Ntac-*Apc^+/am1137^* Pirc rats with wild-type female rats obtained commercially from Envigo Laboratories (Indianapolis, IN, USA), i.e., F344/NHsd. All animals were group housed prior to time of breeding on ventilated racks (Thoren, Hazleton, PA, USA) in micro-isolator cages. Cages were furnished with corn cob bedding and rats were fed with irradiated 5058 PicoLab Mouse Diet 20 (LabDiet, St. Louis, MO, USA). Rats had *ad libitum* access to water purified by sulfuric acid (pH 2.5–2.8) treatment followed by autoclaving. Prior to breeding, fecal samples were collected from both the breeders using aseptic methods and banked at −80°C.

All procedures were performed according to the guidelines regulated by the Guide for the Use and Care of Laboratory Animals, the Public Health Service Policy on Humane Care and Use of Laboratory Animals, and the Guidelines for the Welfare of Animals in Experimental Neoplasia and were approved by the University of Missouri Institutional Animal Care and Use Committee.

### Experimental design

We used previously collected fecal and tissue (normal epithelium or tumor) samples from F344-*Apc^+/am1137^* PIRC rats generated through complex microbiota targeted rederivation as described by Ericsson et al. (9). These previously banked samples were used in this study to assess how the GM affects the metabolome and transcriptome (Fig. 1). Briefly, fecal samples collected from animals aseptically at 1 month of age and prior to onset of observable colonic tumor phenotype for metabolomics were collected and immediately snap frozen with liquid nitrogen and stored at −80°C until processing for metabolomics. At 6 months of age, animals were sacrificed post-disease onset, confirmed through colonoscopies described previously (28). Tumor (T) and adjacent normal epithelium (NE) tissues were collected into cryovials aseptically, flash-frozen, and stored at −80°C.

### Genotyping and animal identification

Pups were ear punched prior to weaning at 18 days of age using sterile technique. DNA was extracted using the “HotSHOT” genomic DNA preparation method previously outlined (45). Briefly, ear punches were collected into an alkaline lysis reagent (25 mM NaOH and 0.2 mM EDTA at a pH of 12). The ear clips were heated at 90°C on a heat block for 30 min, followed by addition of the neutralization buffer (40 mM Tris-HCl) and vortexing for 5 s. Obtained DNA was used for a high-resolution melt analysis as described previously (9).

### Serum collection

Pirc and WT rats were anesthetized with isoflurane at 1 month of age. Also, 0.5 mL of blood was drawn aseptically via the jugular vein and the serum was collected by precipitating the cells at 10,000 g for 10 min. The collected serum was centrifuged again at 16,000 for 5 min to remove any lysed debris or cells and then stored at −80°C until further processing in glass vials.

### UHPLC-MS

Fecal samples were lyophilized at −20°C using 0.1 millibar of vacuum pressure, following which dried samples (30 mg) were extracted sequentially for both UHPLC-MS and gas chromatography-mass spectrometry (GC-MS). The dried samples were first treated with 1.0 mL of 80% MeOH containing 18 µg/mL umbelliferone, sonicated for 5 min, and centrifuged for 40 min at 3,000 g at 10°C. Also, 0.5 mL of supernatant was used for UHPLC-MS analysis after a subsequent spin at 5,000 g at 10°C for 20 min and transferring 250 µL of the sample into glass autosampler vials with inserts. For GC-MS analyses of primary polar metabolites, 0.5 mL water was added the remaining extract used above for the UHPLC preparation, sonicated for 5 min, extracted for 30 min, and centrifuged at 3,000 g. In addition, 0.5 mL of the polar extract was subsequently dried under nitrogen and derivatized using previously established protocols (46). Briefly, N-methyl-N-(trimethylsilyl) trifluoroacetamide with 1% 2,2,2-Trifluoro-N-methyl-N-(trimethylsilyl)-acetamide, chlorotrimethylsilane (TMCS) was used to derivatize the polar metabolites, after treatment with methoxyamine-HCl-pyridine. UHPLC-MS analyses were performed on a Bruker maXis Impact quadrupole-time-of-flight mass spectrometer coupled to a Waters ACQUITY UPLC system. Separation was achieved on a Waters C18 column (2.1 × 150 mm, BEH C18 column with 1.7 µm particles) using a linear gradient composed of mobile phase A (0.1% formic acid) and B (B: acetonitrile). Gradient conditions: B increased from 5% to 70% over 30 min, then to 95% over 3 min, held at 95% for 3 min, then returned to 5% for re-equilibrium. The flow rate was 0.56 mL/min and the column temperature was 60°C.

Mass spectrometry was performed in the negative electrospray ionization mode with the nebulization gas pressure at 43.5 psi, dry gas of 12 L/min, dry temperature of 250°C, and a capillary voltage of 4,000V. Mass spectral data were collected from 100 to 1,500 m/z and were auto-calibrated using sodium formate after data acquisition.

Metabolites that were significantly different between each group and that contributed to the dendrogram separating low and high tumor animals were selected for targeted tandem MS (MS/MS) analysis. MS/MS spectral data were collected using the following parameters: MS full scan: 100–1,500 m/z; 10 counts; active exclusion: three spectra, released after 0.15 min; and collision energy: dependent on mass, 35 eV at 500 Da, 50 eV at 1,000 Da, and 70 eV at 2,000 Da. Mass spectra were calibrated using sodium formate that was included as a calibration segment toward the end of the gradient separation.

### Metabolomics data processing

For UHPLC-MS data, the mass spectral data were first calibrated using sodium formate and converted into netCDF file format for processing using XCMS (47) that included peak detection, deconvolution, alignment, and integration. The signal intensities were then normalized to that of the internal standard umbelliferone (abundance of metabolite/abundance of umbelliferone × 100%) and used for statistical analysis. MS/MS spectra were searched against our custom spectral library (48) and the Bruker libraries (https://www.bruker.com/products/mass-spectrometry-and- separations/metabobase-plant-libraries/), MassBank of North America (MoNA, http://mona.fiehnlab.ucdavis.edu/), and mzCloud (https://www.mzcloud.org/) for confident or putative identifications. Multivariate statistical analysis such as principal component analyses (PCAs) and analysis of variance was performed using MetaboAnalyst (http://www.metaboanalyst.ca/) after pre-treatments of the data, i.e., normalization to sum, log transformation, and auto scaling.

### Fecal DNA extraction, 16S library preparation, and sequencing

Fecal samples were pared down to 70 mg using a sterile blade and then extracted using methods described previously (49). Amplification of the V4 hypervariable region of the 16 s rDNA and sequencing was performed at the University of Missouri DNA core facility (Columbia, MO, USA) as previously described (49).

### Normal epithelium and tumor tissue collection

All animals were humanely euthanized with CO_2_, administration and necropsied at sacrifice. The small intestine and colon from the rats were placed on to bibulous paper and then splayed opened longitudinally by cutting through the section. Using a sterile (Feather, Tokyo, Japan) scalpel blade, normal colonic epithelium tissues were scraped from the top, middle, and distal regions of the colon. Tumors in the same locations were collected by resecting half of the total tissue. All tissues were flash-frozen in liquid nitrogen and stored at −80°C. Remaining intestinal tissues were then fixed overnight in 10% formalin, which was then replaced with 70% ethanol for long-term storage until adenoma counting was performed.

### Tumor counts and measurements

Tumor counts were estimated as previously described using a M165FC (Leica, Buffalo Grove, IL, USA) microscope at 0.73× magnification (9). Briefly, the small intestine and colonic tissues were laid flat in a large petri dish (Sycamore Life Sciences, Houston, TX, USA) and covered with 70% ethanol (ThermoFisher Scientific, Waltham, MA, USA) to prevent tissue drying. Biologic forceps (Roboz Surgical Instruments Co., Inc., Gaithersburg, MD, USA) were used to gently count polyps observable under the objective. Tissues were kept hydrated throughout the entire process. Tumor sizes were measured using the Leica Application Suite 4.2, after capturing post-fixed images as previously described (9).

### RNASeq and bioinformatics analysis

Normal epithelium and tumor tissue samples were collected upon necropsy at 180 days of age and were extracted using the Qiagen AllPrep DNA/RNA mini kit (Qiagen, Germantown, MD, USA) after pre-processing using the QIAshredder (Qiagen, Germantown, MD, USA) columns to extract total RNA. The quality of RNA was then assessed using the Experion RNA StdSens analysis kit (Bio-Rad, Hercules, CA, USA). Based on the RNA quality index (RQI), 18S and 28S peaks in the chromatogram, samples were classified into high (>9), medium (>7 or <9), or poor quality (>6). Except for one sample (normal epithelium from rat 044, i.e., 044_N), all other samples were of medium or higher RQI. 

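The NE library of rat 044, from the GM:LEW group, held 21748 assembled loci with a median span of 2913 bp, the shortest of the 16 libraries, and 39.6% of its assembled named loci lay in 2 or more pieces. It had 9565000 assigned fragments. Of 3560 loci with a median FPKM of at least 20 over the other 15 libraries, 51 (1.43%) were listed at 0 in it. The share was between 0.816 and 1.92% over the 5 GM:LEW NE libraries and between 0.254 and 0.704% over the 4 GM:F344 NE libraries. Cyp8b1 stood apart in this library, and Egr1, an immediate-early gene that handling of tissue can induce, was higher in GM:LEW NE as a group, at an FPKM of 6.51 ± 2.91 (SD, n = 5) against 1.5 ± 0.259 (SD, n = 4) in GM:F344 NE (log2 fold change 1.50, SE 0.26, adjusted p = 0.00335, limma). It was the 1 gene higher among 6 measured immediate-early and heat shock genes, with 0 lower. Without this library, 767 loci were called between the NE of the microbiota groups.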

Total RNA was used for poly-A selection and Illumina TruSeq paired-end library preparation following manufacturer’s protocols. Seventy-five base pair paired-end reads were sequenced on the Illumina MiSeq (50) platform to an average depth of 50 × 10^6^ reads per sample. All samples were processed at the same time and sequenced on a single lane to avoid batch effects.

Sequence read alignment was done using Tophat from the Tuxedo protocol as outlined in the original publication (51). To remove adaptors and low-quality reads, Trimmomatic v.0.32 was used with standard settings (52), and then aligned to the Rat genome (Rnor_6.0) (download from https://www.ncbi.nlm.nih.gov/assembly/GCF_000001895.5 on 24 May 2019) using Tophat2 v2.0.12 with default settings (53). The aligned reads were sorted with SAMtools v1.3, followed by HTseq v0.9.1 (54). Differential gene expression was then estimated using the DESeq2 v1.18.1 (55) in R v3.4 (56). Read count distributions in the normal epithelium and tumor tissues were found to be bimodal, with genes being identified as significant based on a false-discovery rate (FDR)-adjusted *P*-value of <0.05 and with a fold-change of at least 1.5-fold. Pathway analyses were performed on the top 100 significantly upregulated genes in either GMs, i.e., GM:F344 or GM:LEW. Pathway over-representation analyses were based on hypergeometric distribution to determine the statistical significance of a particular gene to an over-represented pathway. Topology analysis was also performed using the degree centrality method and the gene-centric IP module of Metaboanalyst v3.0 (18). For the IP analysis, the list of differentially abundant putative metabolites and differentially expressed genes between the high and low tumor normal epithelium samples were used as input. Briefly, the genes and metabolites are mapped on to KEGG pathways (57) to identify pathways that are over-represented and show increased topology, the latter signifying the relative importance to a given pathway. Enriched pathways based on this analysis were selected using a FDR-adjusted *P*-value of <0.05. A similar analysis was performed for both the NE and T samples. We also used the sCCA (58, 59) to identify the genes, OTUs, and putative metabolites that contribute to the covariation observed in disease susceptibility. This analysis allowed for detection of entities correlating with the high and low tumor phenotypes. Briefly, we *log-*transformed the bacterial abundance, retaining only the OTUs assigned to the genus-level due to inflated zero abundance levels in the abundance tables. No transformation was employed for the putative metabolite abundance and gene count tables. Thereafter, the sCCA was performed using the procedure described by Callahan et al. (60).

### Determination of *Apc* allele ratios

To determine if the WT *Apc* allele was lost in adenomas, we used targeted pyrosequencing as previously described (17). Briefly, we PCR amplified the region of the *Apc* gene containing the Pirc mutation using the Pyromark PCR kit and performed targeted pyrosequencing using the Qiagen Q24 (Qiagen, Germantown, MD, USA). The PCR cycling profile was 94°C for 3′, followed by 50 cycles of 94°C for 15″, 57°C for 1′30″, and 72°C for 2′ with a final elongation step at 72°C for 10′. Pyrosequencing was performed according to the manufacturer’s protocols using PyroMark Advanced Reagents. The ratios of the two peak heights were used to determine the Pirc to WT ratio. For determining allele expression differences, cDNA from tumor RNA was made using Invitrogen Superscript VI VILO kit per the manufacturer’s instructions.

### Metabolomics analyses

Mass spectral data from each sample were converted into netCDF formatted files and processed with XCMS to generate lists of mass features and their intensities (47). An average of 499 peaks was found per sample. Peaks appearing in less than a quarter of the samples in each group were ignored. One hundred seventy-five variables were removed for threshold 25%, i.e., appearance of peaks in greater than 25% of the samples per group. Variables with missing values were replaced with a small value (0.0000001) for statistical analysis purposes. The data were then normalized to sum, transformed using log normalization, and auto-scaled to ensure maximum-possible binomial distribution. The number of samples, raw peak numbers observed, and the final peak list used for each sample processed are described in Table S1.

Statistical analyses were performed based on a threshold of 2, for the fold-change analysis, with values displayed in the log-scale to observe both the upregulated and downregulated features in a symmetrical way. Principal component analysis (PCA) was performed using the prcomp package in R using the chemometrics.R script (61). Non-metric dimensional scaling is another method for ordination and was performed using the vegan package in R (62). Hierarchical clustering analysis was performed using the Euclidean distance measure using Ward’s algorithm (to minimize the sum of squares of any two clusters, potentially separating only if large differences exist between groups) and displayed as a dendrogram using the hclust function in the stat package in R. To determine the metabolites contributing to the separation and rooting of the hierarchical clusters, the samples irrespective of GM were re-classified into those with “high” or “low” tumors and a LDA was performed using the LEfSe module on a high-computing Linux platform (63) with the LDA score of log_10_2 or greater being significantly differential metabolites between the high and low tumor groups.

### Statistical analyses and figures

All other statistical analyses were performed using Sigmaplot 13.0 (64) (Systat Software, San Jose, CA, USA) and graphing for figures (except Fig. 1) was prepared through GraphPad Prism version 7 for Windows (65) (GraphPad Software, La Jolla, CA, USA). *P*-values were set to identify significance at a value less than 0.05, unless otherwise described or indicated. Correlations were performed using the linear regression module available through GraphPad Prism v7.

### Statement of significance

Fecal metabolites, influenced by the gut microbiota, correlate with colon adenoma risk and burden in a preclinical model of familial colon cancer.

## Supplementary Material

Reviewer comments

## Data Availability

The RNAseq raw and processed data files generated and analyzed during the current study are available at the NCBI Gene Expression Omnibus (GEO) database repository under the accession ID GSE120934. The associated BioProject and SRA (sequence read archive) numbers are PRJNA495060 and SRP164571, respectively. The raw data for the metabolomics analyses are hosted through the Metabolomics Workbench on the NIH Metaboloics Data Repository under the study ID ST001075 (DataTrack ID #1539) for public access.

# Supplementary material for: Integrated multi-omic analyses provide insight into colon adenoma susceptibility modulation by the gut microbiota
**Source:** mSystems. 2023 Jul 17;8(4):e00151-23. doi: 10.1128/msystems.00151-23
**Supplement:** Supplemental Information — Supplemental figure and table legends.

## **Supplementary information**

### **Integrated multi-omic analyses provide insight into colon adenoma susceptibility modulation by the gut microbiota**

Susheel Bhanu Busi<sup>1,2</sup>, Zhentian Lei<sup>3,4</sup>, Lloyd W. Sumner<sup>3,4</sup>, and James M. Amos-Landgraf<sup>1,5,6</sup>

## **Supplementary figure legends**

### **Supplementary Figure 1. Serum metabolomics profiles and pathway analyses in Pirc and WT rats**

Serum samples collected from Pirc and WT rats at 1-month of age used for LC-MS analysis indicated differential metabolomics profiles (a) including the regulation of bile acid biosynthesis, L-carnitine biosynthesis and fatty acid alpha-oxidation as potential pathways (b), contributing to phenotypic differences.

### **Supplementary Figure 2. Differentially expressed genes (DEGs) and pathways altered due to GM in the normal epithelium and tumor tissues**

Pathway analyses based on the expression of upregulated genes in the normal tissues of the GM:F344 (a) and GM:LEW (b) groups was used to identify potential pathways and mechanisms contributing to the low and high tumor susceptibility. Enriched pathways are indicated in blue, while the topology, i.e. the importance of the pathway to the overall phenotype observed is shown in yellow. MetaboAnalyst Integrated pathways (IP) analysis incorporating the differentially expressed genes and the putative metabolites, significantly different between GM:F344 and GM:LEW, was performed.

### **Supplementary Figure 3: Multi-omic integrated Analysis**

(a) Metabolomics and gene expression results were used to generate host pathways associated with changes in the GM. The two analyses did not share pathways of interest. To address the incongruence, the differential putative fecal metabolites and

normal epithelium genes were used to generate an integrated pathway analysis. (b) Integrated pathway analyses depicts pathways enriched and their topology, contributing to the variability in tumor phenotype observed as an effect of the genes and metabolites.

#### **Supplementary Figure 4: Bile acid biosynthesis pathway**

Genes identified via metabolomics and RNAseq analysis, contributing to the bile acid pathway analyses are identified by highlighting corresponding locations in the KEGG pathway. The pathway was built using the KEGG pathway mapper tool from [www.genome.jp/KEGG](http://www.genome.jp/KEGG). The pathway image is reproduced with permission from KEGG.

#### **Supplementary Figure 5: Genes of interest identified in The Cancer Genome Atlas (TCGA)**

Genes identified via metabolomics and RNAseq analysis, contributing to the bile acid pathway along with *ALOX5* and *PTGS2* were used to query the TCGA dataset. (a) Pie chart depicting the total number of Colonic Adenocarcinoma samples in TCGA and the samples (8.5%, i.e n=67/785) carrying mutations in genes identified in the integrated analyses. The tumor stage (b), sex (c), age at diagnosis (d - top) and mutations (d - bottom) are depicted. (e) The tumor sites, (f) grade, microsatellite instability (g; MSI), and the CpG Island Methylator Phenotype (h; CIMP) are depicted for the 67 samples are indicated.

#### **Supplementary table legends**

#### **Supplementary Table 1: Summary of data processing results**

The raw peaks obtained via XCMS for each individual samples analyzed through LC-MS is shown with an average peak abundance in the samples being 497. The number of missing or zero peaks for each sample along with the number of peaks processed for analysis based on the cutoff established in the Methods sections are listed. The raw data for the metabolomics analyses is hosted through the Metabolomics

60    Workbench on the NIH Metaboloics Data Repository under the DataTrack ID #1539  
61    for public access.

62

63    **Supplementary Table 2: Differentially expressed genes in the normal epithelium**  
64    **and tumor tissues of GM:F344 and GM:LEW**

65    Genes differentially expressed between the groups in the normal epithelium and the  
66    tumors.

How the deposited data were processed for this re-analysis (not part of the article)

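Gene expression was measured by sequencing of poly-A RNA from 16 colon samples of 13 Pirc rats at 6 months of age, 9 of NE and 7 of tumors. Groups were taken from the sample labels, with 4 samples of GM:F344 NE, 5 of GM:LEW NE, 4 of GM:F344 tumors and 3 of GM:LEW tumors. According to the methods, the authors trimmed reads with Trimmomatic 0.32, aligned them with TopHat2 2.0.12 to Rnor_6.0, sorted them with SAMtools 1.3, counted them per gene with HTSeq 0.9.1 and tested them with DESeq2 1.18.1 in R 3.4. The gene counts of that path were not used here.

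The deposited files hold FPKM values, which the authors made with Cufflinks in each library for loci assembled from that library's reads, each with a confidence interval, a position and an identifier of its own, and without gene names. The unit differs from the counts that had been foreseen, so a test for log2 values was used in place of a test for counts. Positions in the files and in Tables S2 and S3 refer to the same build, which is not settled and is not taken to be Rnor_6.0, and no position was converted.

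Named loci were the positions that Tables S2 and S3 pair with single gene names, 3629 loci with 3619 distinct names, of which 70 overlap another named locus and 34 were assembled in no library. The assembled loci of the 16 libraries that touched no named locus were merged by position into 16128 more. A locus took the mean FPKM of its assembled pieces, weighted by their overlap with it, or 0 where no piece was assembled. This way of joining pieces was chosen by reasoning, but several ways were compared with the authors' tables, and the others are given as alternatives. Loci with an FPKM of at least 1 in at least 3 libraries were tested, 13601 in all and 3485 of them named. The filter was set after the unit was known and before any comparison was seen.

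The 4 groups were fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance with the mean, on log2(FPKM + 1). Loci at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold were called. Comparisons were tumors against NE within each microbiota group, GM:LEW against GM:F344 within each tissue, the difference between the tumor effects of the microbiota groups, and the pairs of groups that differ in both. Distances between groups were compared by exact one-sided permutation tests on all tested loci, and the principal components were taken over the same loci. Files were read and joined with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

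Genes were named in the text by a rule: the 10 largest rises and the 10 largest falls of each comparison among called genes whose groups did not overlap (this condition not for the difference between tumor effects) and whose mean FPKM was at least 5, every gene the paper names that has a named locus (4 of 23), and at most 4 members per gene list by adjusted p. Results for some genes that the rule gives, or whose value differs from the paper's, are not reported here. The minimum of 5 stood in for a minimum of counts and was set after the unit was known. Of 43 gene lists, drawn from the paper and from textbook knowledge of pathways and cell types, 32 had a tested member. Named loci come from tables that the authors made from these samples, so no overlap, enrichment or set test was run on them.

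The precision of an FPKM was read from its interval, taken as 2 standard deviations on either side, which covers counting error only. The intervals imply 9201000 to 15411000 assigned fragments per library. The fit was tested on simulated data in which 100 loci per comparison changed at each size. It called 44 to 54% of loci changed by 1 on the log2 scale and 88 to 92% of those changed by 2. Fewer loci changed there than the 988 to 5248 called in the same comparisons of the data, so these shares need not hold for the data.

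The rule for named genes, the groups, the comparisons, the thresholds and most alternatives were chosen before the data were examined. These alternatives were other thresholds, no filter, only the groups compared, the rat as a random or a fixed block (the fixed block called 13 loci), sample quality weights and each library left out in turn. Other ways of joining pieces, stricter filters, a pseudocount of 0.1, median-of-ratios scaling, loci at 0 taken as missing and the 3 GM:LEW tumor libraries averaged into 1 sample were added after the data were seen. The tests and normalizations that need counts were not run. Samples of the metabolome and of the microbiota were not used here.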

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

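The tests of loci listed at 0 or taken as missing, of a wrong label of rat 87, of 1 RNA sample or the same library behind the GM:LEW tumors, of NE within the GM:LEW tumors, with median-of-ratios scaling, with the 3 GM:LEW tumors as 1 sample, with a pseudocount of 0.1 and with other ways of joining pieces were chosen only after the result was seen; the others were not.

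A difference between the tumor effects of the microbiota groups, tested as the interaction of tissue and microbiota, was found at 1625 loci, 534 with a higher and 1091 with a lower effect in GM:LEW (32.9% higher). With median-of-ratios scaling 906 were higher and 655 lower (58% higher). With the 3 GM:LEW tumor libraries averaged into 1 sample, 321 loci passed. By gene, the log2 difference was 5.55 for Zg16, 5.51 for Tmem167b, 5.03 for Hsp90aa1, 4.75 for Msx1, 4.20 for Fabp1, 4.17 for Cyp2c24, 3.45 for each of Prss22, Dhrs9 and Mmp13, 3.26 for Pkib and 1.25 for Ptgs2. It was −6.27 for Fxyd4, −4.67 for Pyy, −4.59 for Scgb1a1, −4.28 for Pik3c2a, −4.26 for Sprr1al, −4.14 for Tnfrsf11b, −4.11 for Wfdc1, −3.88 for Trpv6, −3.22 for Vsig1 and −3.16 for Tm4sf1. Of these, Tmem167b, Hsp90aa1, Fabp1, Cyp2c24, Scgb1a1, Tnfrsf11b, Wfdc1, Tm4sf1 and Ptgs2 did not pass with the GM:LEW tumors as 1 sample, Prss22 not with a pseudocount of 0.1, Fabp1 not without the GM:LEW tumor of rat 045 (adjusted p = 0.0546, limma), Hsp90aa1 not without the GM:LEW tumor of rat 045, 049 or 853 (adjusted p = 0.0627, 0.0629 and 0.0613, limma), Hsp90aa1 and Fabp1 not with loci at 0 taken as missing (0.52 and 2.67, adjusted p = 0.304 and 0.225, limma), and Pik3c2a not under all ways of joining pieces.

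In 2 of 33 groups of libraries tested, 1 library lay far from the others, where chance gives about 1 in 20. The FPKM of Por was 48.8 in GM:LEW NE of rat 045, and that of Cyp8b1 was 5.07 in GM:LEW NE of rat 044. Without these libraries the log2 fold change between the microbiota groups in NE was −1.45 for Por and 0.24 for Cyp8b1.

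The microbiota groups differed at 988 loci in NE, where the GM:LEW libraries had shorter assembled loci. Assembly in pieces is argued against as the whole cause, since loci in at most 1 piece were called 1.15 times as often as the others (7.85% of 5606 and 6.85% of 7995). Loci listed at 0 are argued against likewise, as 67.2% of the called loci were above 0 in all 9 libraries, and so is a trend with the span of the locus, as 83.7% of the called loci passed after its removal. A wrong label of GM:LEW NE of rat 87 stays open, since this library lay nearer to the other GM:LEW NE libraries at 43.2% of the 1481 loci called without it. The other 8 NE libraries, each at the loci called without it, lay nearer to their own group at 73.4% to 87.2%. For rat 87 the mean distance was 122.5 to its own group and 117.1 to GM:F344 NE. Other values go with its label. Its median span was 4183 bp and 38.4% of its named loci lay in pieces, against 6285 to 7438 bp and 32.1 to 33.2% in GM:F344 NE. A difference in tissue handling that follows the groups stays open. Of 6 measured immediate-early and heat shock genes, Egr1, which handling can induce, was higher in GM:LEW NE (log2 fold change 1.50, adjusted p = 0.00335, limma) and the other 5 did not pass, although Dusp1 did without GM:LEW NE of rat 87 (1.13, adjusted p = 0.0124, limma). The microbiota, which the design names, stays among the open explanations.

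The 3 GM:LEW tumor libraries, labelled as 3 rats, lay closer together than the libraries of any other group. At the loci that vary most in NE, their median SD was 0.431 of that among the GM:F344 tumors, so that 1 RNA sample behind them cannot be told apart from 3 alike tumors. Their lowest spread was 1.81 times the implied counting noise, which leaves open the same library with other processing, since that noise covers counting only. No biological explanation was tested.

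The microbiota groups differed at 1855 loci in tumors. NE within the GM:LEW tumor samples is argued against as the whole cause, since of 311 loci at least 4-fold lower in GM:F344 tumors than in NE, 55.6% were higher in GM:LEW tumors (60.5% with scaling), where such cells would raise nearly all, and 20 were called lower. Other values go with it, as 73 of the 311 were called higher, and so were the goblet markers Tff3 and Zg16 and the colonocyte marker Slc26a3. As the source of these 73, NE of the measured composition is argued against too. Of the 73, 90% would need a share of at least 0.156 of GM:LEW NE. That share was compared at 98 loci that were at least 4-fold lower in GM:F344 tumors than in NE. These loci were abundant in GM:LEW NE (FPKM of at least 50) and assembled in the 3 tumors, and 43.9% of them lay below that share. A single kind of NE cell was not tested and stays open. A single GM:F344 tumor library is argued against as well, as at least 1421 loci were called without any 1 of the 4. The closeness of the GM:LEW tumors stays open as a reason for the number of calls, and with it the microbiota as the cause.

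Other splits of the libraries were drawn up to 100 per comparison, which were 100 of 126 for the microbiota groups in NE and for GM:LEW NE against GM:F344 tumors, 100 of 4410 for the interaction, and all 35 or 56 for the other 4 comparisons. Of the splits drawn, the real one alone gave a count as high as the real count in each of the 7 comparisons. Chance can be excluded for the 3 without GM:LEW tumors, and for the 4 with them on the condition that their 3 libraries are 3 samples, which stays open (with them as 1 sample, 326 loci were called between tumors). For GM:F344 tumors against NE the real count was 3607 and the highest other 7 (2 among splits that part as many rats with both tissues). For GM:LEW tumors against NE they were 5248 and 279 (279 also among the splits that part as many). Between the microbiota groups they were 988 and 208 in NE and 1855 and 1424 in tumors, where the highest other split moved the tumor of rat 547 to the GM:LEW tumors. They were 1625 and 823 for the interaction, 5381 and 4009 for GM:LEW NE against GM:F344 tumors, and 3790 and 1379 for GM:LEW tumors against GM:F344 NE. The highest other split moved GM:LEW NE of rat 045 in NE, GM:LEW NE of rat 87 in the comparison with GM:F344 tumors and GM:F344 NE of rat 777 in that with GM:LEW tumors. The rat as a fixed block called 13 loci, in a fit of 6 libraries whose few residual degrees of freedom keep its count from being compared with these.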

How the results depend on the processing

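The ways of joining pieces, the stricter filters, the pseudocount of 0.1, the scaling, the loci at 0 taken as missing and the 3 GM:LEW tumors as 1 sample were tests chosen only after the results were seen; thresholds, groups in the fit, blocks, weights, the Jensen-Shannon distance and each library left out were not. Where no construction explains a change below, the cause was not tested.

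A stricter threshold calls fewer loci by construction. At an adjusted p under 0.01, 320 were called between the microbiota groups in NE, 923 in tumors and 577 for the interaction. At a Bonferroni-adjusted p under 0.01, the threshold of the legend of Fig. 5, 417 were called for GM:F344 tumors against NE, 707 for GM:LEW tumors against NE, 30 and 158 between the microbiota groups in NE and tumors, 80 for the interaction, 719 for GM:LEW NE against GM:F344 tumors and 498 for GM:LEW tumors against GM:F344 NE. At that threshold Cyp8b1 (−1.11 and −1.10 in GM:F344 and GM:LEW tumors against NE) and Ptgs2 (1.31 in GM:LEW tumors against NE, 1.49 between tumors, 1.25 for the interaction) did not pass.

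With only the groups compared, 414 loci were called in NE. With the rat as a fixed block over 3 rats, 13 loci were called, in a fit of 6 libraries that both tumor comparisons share. A fit of so few libraries can miss many changes, so its count does not decide on the tumor effects. Sample quality weights gave 3217 loci in tumors and 2917 for the interaction. The weights were highest in the 3 GM:LEW tumors, at 2.08 to 2.21, against 0.464 to 1.62 in the GM:F344 tumors. These counts thus lean on libraries that may not be 3 samples. With the Jensen-Shannon distance the separation of tumors was 1.071 (exact permutation test, p = 0.171).

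Filters leave fewer loci to call. In the order GM:F344 tumors against NE, GM:LEW tumors against NE, NE, tumors, interaction, GM:LEW NE against GM:F344 tumors and GM:LEW tumors against GM:F344 NE, loci in at most 1 piece in every library gave 1345, 2027, 430, 744, 706, 2071 and 1494. An FPKM of at least 1 in every library gave 2189, 3093, 555, 1108, 963, 3155 and 2306. Loci assembled in every library gave 644 in NE and 3537 for GM:LEW NE against GM:F344 tumors, and an FPKM of at least 5 in 3 libraries gave 628 in NE and 1067 for the interaction. With the 3 GM:LEW tumors as 1 sample, 2571 loci were called for GM:LEW tumors against NE, 326 in tumors, 321 for the interaction and 1612 for GM:LEW tumors against GM:F344 NE, and Cyp8b1 in GM:LEW tumors (−1.10, adjusted p = 0.0801, limma) and the interaction of Ptgs2 (1.25, adjusted p = 0.07, limma) did not pass.

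Among values that passed the threshold as reported or under the alternative, directions reversed for 6 genes. Values that passed in neither also changed sign in places and are not counted. Por in GM:LEW tumors against NE was −0.52, −0.76 and −0.22, and between the microbiota groups in NE 0.35, 0.59 and 0.04, with the highest piece, the sum of pieces and implied length. St3gal2 in tumors was −0.25 with the highest piece and −0.85 with the sum. With implied length, Ceacam1 in tumors was −0.39, Pigr in GM:F344 tumors 0.60 and Elovl7 in NE −0.99, and with loci at 0 taken as missing Nod2 in GM:F344 tumors was −0.03.

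With 1 library left out, counts ranged from 3094 to 3865 for GM:F344 tumors against NE, 4470 to 5336 for GM:LEW tumors against NE, 615 to 1481 in NE (without GM:F344 NE of rat 330 and GM:LEW NE of rat 87), 1198 to 2237 in tumors (without the GM:LEW tumor of rat 045 and the GM:F344 tumor of rat 547), 1000 to 2008 for the interaction (1000, 1065 and 1036 without the GM:LEW tumor of rat 045, 049 or 853), 4860 to 5492 for GM:LEW NE against GM:F344 tumors and 3103 to 3888 for GM:LEW tumors against GM:F344 NE. The distance ratio ranged from 1.224 to 1.412 in tumors, where fewer splits allow no p under 0.05, from 1.130 to 1.224 in NE and from 1.357 to 1.387 between tissues. Ptgs2 ranged from −0.09 to 0.14 and 1.24 to 1.41 in GM:F344 and GM:LEW tumors against NE, 0.17 to 0.33 in NE, 1.41 to 1.64 between tumors and 1.16 to 1.40 for the interaction, and Cyp8b1 from −1.13 to −1.09, −1.29 to −0.85, 0.24 to 0.62, 0.31 to 0.75 and −0.18 to 0.26 in the same order. DESeq2, voom, library-size, TMM and RLE normalization, filters on counts, camera and fry tests of lists and the over-representation of the 100 top genes were not run, since the values are FPKM and the lists were named from these samples.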

Differences from the paper's values

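The alternatives of joining pieces and of loci at 0 taken as missing were tests chosen only after the values were seen. The others were set before the data were examined. The methods state an FDR under 0.05 and a change of at least 1.5-fold, which were also used here for assembled loci. Of the 1998 held rows of Table S2, 1255 reach a change of 1.5-fold, so that the thresholds behind the paper's counts are not settled. The methods name DESeq2, while the legend of Fig. 5 names the cummeRbund package, so the program behind Tables S2 and S3 is not settled either. Gene values are log2 ratios of mean FPKM of GM:LEW over GM:F344, beside the log2 fold changes of Tables S2 and S3. A count is said to differ where one is over 1.5 times the other. A gene value is said to differ where the signs are opposite or the gap is larger than the SD of the log2 FPKM above 0 within the group that varies more, a tolerance that changes with the library left out.

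The paper's count of genes that differ between the microbiota groups in NE is 2046, and 988 loci were called here. The libraries are not the same, since Fig. 5A shows 4 per group and 5 GM:LEW NE libraries were used here, and those of the paper could not be picked out. Without GM:LEW NE of rat 87 the count was 1481 and within 1.5 times the paper's. Under the other 22 alternatives set before the data were examined it was between 30 and 1201 and differed, with 1201 at an adjusted p under 0.05 and no minimum change.

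Of the genes compared, 11 of 20 in NE and 10 of 15 in tumors did not differ.

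In NE, the paper's value for Slc35e4 is 1.08786 and 1.71 was found here, which did not differ without GM:F344 NE of rat 330 (1.58), GM:LEW NE of rat 044 (1.44) or of rat 518 (1.70) and differed with the other 6 libraries left out. For Capn9 the paper's value is 0.859196 and 1.57 was found here, which did not differ without GM:F344 NE of rat 547 (1.16) or 777 (1.78) or GM:LEW NE of rat 045 (1.40), 517 (1.55) or 518 (1.54) and differed with the other 4 left out, by a tolerance of 0.69 with all libraries and 0.96 without rat 777. The paper's values are 0.490457 for Mpv17l2, 0.638033 for Ccnl1, −1.04738 for Hsp90aa1, −0.613061 for Enth and −0.428807 for Fbxo3, where 1.62, 1.34, −2.86, −1.76 and −1.83 were found here, and each differed with every library left out that gave a value. Hsp90aa1 was listed at 0 in 4 GM:LEW NE libraries, so its ratio rests on the remaining value. With loci at 0 taken as missing its log2 fold change was −0.52 on the log2(FPKM + 1) scale, smaller than the paper's. For Por the paper's value is 0.665997 and −0.98 was found here, of opposite sign with each library left out. Some ways of joining pieces, chosen after seeing the values, came near the paper's values on the log2(FPKM + 1) scale. The highest piece gave 0.57 for Mpv17l2 and 0.35 for Por, the sum of pieces 0.40 for Mpv17l2, −0.44 for Enth and 0.59 for Por, the piece with the largest overlap −0.59 for Fbxo3, and implied length −0.74 for Enth. Of the 296 genes of Table S2 that were called here, these ways drop 63, 111, 51 and 66 and add 80, 76, 36 and 68 others.

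In tumors, the paper's value for Zg16 is 6.63508 and 6.50 was found here (6.62 in the fit on log2(FPKM + 1)). The ratio rests on 1 GM:F344 tumor, that of rat 547 at 7.41, with the other 3 listed at 0, and the tolerance of 0.12 on the 3 GM:LEW tumors alone. It did not differ without the GM:LEW tumor of rat 049 (6.55) or 853 (6.51), and it differed with the other 4 left out that gave a value. For Prss22 the paper's value is 4.19172 and 3.70 was found here, which did not differ without the GM:LEW tumor of rat 853 (3.79) or the GM:F344 tumor of rat 341 (3.67) and differed with the other 5. For Sprr1al the paper's value is −5.47835 and −6.75 was found here, which differed without the GM:F344 tumor of rat 547 (−7.07) and not with the other 5 left out that gave a value (−6.67 to −6.17). For Por the paper's value is 0.548561 and 0.21 was found here, which differed with each library left out. For Ptgs2 the paper's value is 2.62436 and 2.06 was found here, which did not differ without the GM:F344 tumor of rat 330 (1.99) or the GM:LEW tumor of rat 045 (2.17) and differed with the other 5.

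The paper's text gives Ptgs2 as higher in GM:F344 NE, where here it was 1.16 in GM:F344 NE and 1.57 in GM:LEW NE and did not pass the test. In Fig. 5, read by eye, it is about 1.8 in GM:F344 NE and about 1.5 in GM:LEW NE on the scale of FPKM + 1. For Cyp8b1 in tumors the paper reports a difference between the microbiota groups, and here it did not pass (log2 fold change 0.50, adjusted p = 0.283, limma), though it lay in the same direction. Of the held genes of Tables S2 and S3 with values above 0 in both groups, 86.6% of 1950 and 95.1% of 1844 had the paper's direction.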

Other observations

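The tests with the 3 GM:LEW tumors as 1 sample, median-of-ratios scaling, implied length and loci at 0 taken as missing were chosen only after the results were seen; the others were not.

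Of 8 measured antimicrobial and epithelial defence genes, 3 rose and 1 fell in GM:F344 tumors (3 and 1 when adjusted over the list alone), and 6 rose and 1 fell in GM:LEW tumors (6 and 1 over the list alone, and 3 and 1 with the 3 GM:LEW tumors as 1 sample). The fall was that of Pigr, an immunoglobulin receptor, which with implied length was 0.60 in GM:F344 and −1.38 in GM:LEW (adjusted p = 0.498 and 0.0908, limma). The rise of Nod2, a sensor of bacteria, in GM:F344 tumors was 0.75, but −0.03 with loci at 0 taken as missing (adjusted p = 0.937, limma), and it did not pass with scaling (0.69, adjusted p = 0.0616, limma) or in 8 of the 16 fits that left out 1 library (0.66 to 1 over all 16). Nos2, the inducible nitric oxide synthase, was listed at 0 in the 9 NE libraries and had an FPKM of 14.7 ± 11.5 (SD, n = 4) in GM:F344 and 7.26 ± 0.582 (SD, n = 3) in GM:LEW tumors. Tlr2, a receptor of bacterial lipoproteins, rose from 2.83 ± 0.245 (SD, n = 4) to 19.5 ± 2.67 (SD, n = 4) in GM:F344 and from 1.43 ± 0.593 (SD, n = 5) to 21.2 ± 0.316 (SD, n = 3) in GM:LEW. S100a8 and S100a9, neutrophil genes whose reads can be shared, rose in the tumors of both groups and were lower in GM:LEW than in GM:F344 tumors, but not with the GM:LEW tumors as 1 sample (adjusted p = 0.141 and 0.182, limma). The rise of S100a8 in GM:LEW tumors did not pass without the tumor of rat 045, 049 or 853 (log2 fold changes of 1.43, 1.34 and 1.44).

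Of 8 measured interferon response genes, 2 rose in GM:F344 tumors (3 when adjusted over the list alone), and limma called 0 in GM:LEW tumors, with 0 at an unadjusted p under 0.05. Between tumors 2 were lower in GM:LEW (6 over the list alone), and 0 with median-of-ratios scaling. Of 8 cholesterol synthesis genes, 1 rose in GM:F344 and 2 in GM:LEW tumors (1 and 2 over the list alone, and 1 in GM:LEW with these tumors as 1 sample), and limma called 0 between the microbiota groups, also over the list alone, with 4 lower in GM:LEW NE and 1 lower in GM:LEW tumors at an unadjusted p under 0.05. Of 6 genes of fat digestion and absorption, 5 were higher in GM:LEW than in GM:F344 tumors (5 over the list alone), and 2 with the GM:LEW tumors as 1 sample. Of 5 goblet cell markers, 2 were higher and 0 lower (2 and 0 over the list alone), and of 6 colonocyte markers 2 were higher and 0 lower (2 and 1 over the list alone). With the GM:LEW tumors as 1 sample they were 1 and 0 and 0 and 0. Ceacam1, 1 of the colonocyte markers, had a log2 fold change of 0.76 that was −0.39 with implied length. Among the cholesterol synthesis genes, Idi1 was called higher in GM:LEW NE without the library of rat 87, and Dhcr7 lower with implied length. Stard4 was called lower in GM:LEW tumors without GM:LEW NE of rat 044. The loci of these lists were named from tables made from these samples, which are not independent evidence of direction.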
